# Reduced adhesion of aged intestinal stem cells contributes to an accelerated clonal drift

**DOI:** 10.26508/lsa.202201408

**Published:** 2022-04-29

**Authors:** Ali Hageb, Torsten Thalheim, Kalpana J Nattamai, Bettina Möhrle, Mehmet Saçma, Vadim Sakk, Lars Thielecke, Kerstin Cornils, Carolin Grandy, Fabian Port, Kay-E Gottschalk, Jan-Philipp Mallm, Ingmar Glauche, Jörg Galle, Medhanie A Mulaw, Hartmut Geiger

## Abstract

Upon aging, the function of the intestinal epithelium declines with a concomitant increase in aging-related diseases. ISCs play an important role in this process. It is known that ISC clonal dynamics follow a neutral drift model. However, it is not clear whether the drift model is still valid in aged ISCs. Tracking of clonal dynamics by clonal tracing revealed that aged crypts drift into monoclonality substantially faster than young ones. However, ISC tracing experiments, in vivo and ex vivo, implied a similar clonal expansion ability of both young and aged ISCs. Single-cell RNA sequencing for 1,920 high Lgr5 ISCs from young and aged mice revealed increased heterogeneity among subgroups of aged ISCs. Genes associated with cell adhesion were down-regulated in aged ISCs. ISCs of aged mice indeed show weaker adhesion to the matrix. Simulations applying a single cell–based model of the small intestinal crypt demonstrated an accelerated clonal drift at reduced adhesion strength, implying a central role for reduced adhesion for affecting clonal dynamics upon aging.

## Abstract (precis)

Analysis of clonal dynamics of intestinal stem cells supports an accelerated clonal drift upon aging, likely because of reduced adhesion of aged ISCs because of reduced canonical Wnt signaling.

## Introduction

A hallmark of the intestine is cup-shaped crypts harboring intestinal stem cells (ISCs). ISCs are located at the base of the intestinal crypt, flanked by differentiated Paneth cells, followed by a highly proliferating transient amplifying (TA) progenitor cell zone. TA cells further proliferate and differentiate into enterocytes, goblet cells, and enteroendocrine cells that migrate out of the crypt to form the finger-like villi. ISCs replace the intestinal epithelium every 3–5 d to maintain intestinal tissue homeostasis and to supply the intestinal epithelium with TA cells (Barker, 2014). ISCs express the marker protein Lgr5 (Barker et al, 2007; Sato et al, 2009). There are between 12 and 16 Lgr5 expressing cells per crypt. However, only 5–7 out these might be functionally active ISCs (Kozar et al, 2013). Intestinal homeostasis in young animals goes along with a clonal competition among ISCs that can be described by a model of neutral drift or neutral competition (Lopez-Garcia et al, 2010; Snippert et al, 2010; Grun et al, 2015). In this model, individual ISCs in a crypt are almost equipotent but stochastically and continuously acquire the ability to dominate the generation of differentiated cells to the villus for a defined amount of time, while being replaced by clonal expansion of other ISCs that will subsequently dominate contribution to the villus and so on (Snippert et al, 2010). Changes of the competition dynamics have been investigated in mice (Snippert et al, 2014; Huels et al, 2018) and by applying single cell–based computational models (Thalheim et al, 2016). In young mice, reports support that in 7–8 wk, between 50% and up to 75–80% of all crypts turn monoclonal, whereas it might take up to 30 wk to turn all crypts monoclonal (Winton & Ponder, 1990; Li et al, 1994; Lopez-Garcia et al, 2010; Snippert et al, 2010). During the next couple of weeks, one novel, again almost equipotent neutral ISC subclone within the currently monoclonal crypt, will replace the current dominant ISC clone to turn the crypt again monoclonal.

Aging results in a decline of the function of ISCs. This decline includes reduced self-renewal potential and the ability to maintain tissue homeostasis upon stress (Martin et al, 1998; Potten et al, 2001). For example, crypts or ISCs from aged mice present with a reduced percentage of cells that are able to form fully structured organoids in ex vivo assays (Nalapareddy et al, 2017, 2021; Mihaylova et al, 2018; Pentinmikko et al, 2019). Aging of ISCs is thought to be a main driver of aging-related diseases of the digestive track, like malabsorption or cancer (Saffrey, 2014; Jasper, 2020). ISCs are, over the lifespan of the organism, exposed to challenging environments like acids, enzymes, nutrition elements, microbial pathogens, and microbiome composition. Such environmental factors might be a driving force in aging of ISCs. In addition, signals from Paneth cells that form a niche for ISCs have been reported to play a role in diminishing the stemness potential of aged ISCs. For example, Notum, a Wnt antagonist that is primarily produced by Paneth cells, attenuates ISC-driven regeneration of aged intestinal epithelium (Pentinmikko et al, 2019).

Although there is a growing understanding of the molecular mechanisms that underlie aging of ISCs, a more detailed understanding on how aging affects ISC potential and clonal dynamics in vivo is missing. For example, a current paradigm in the hematopoietic system is that there is an increase in heterogeneity among stem cells upon aging. This increase seems to be linked to a lower number of clones (in this case dominant) that contribute actively to blood cell formation, which has been termed clonal hematopoiesis. It is thought that these changes are causal for unwanted aging-associated diseases of the hematopoietic system (Akunuru & Geiger, 2016). ScRNA-seq analyses of young ISCs showed an initially homogenous pool of ISCs (Grun et al, 2015), which however could be further subdivided into two or three subgroups by single-cell expression profiling, based on the intestinal region ISCs were derived from but more importantly, according to their ability to interact with distinct signals from the environment (Haber et al, 2017; Biton et al, 2018). The level of heterogeneity among aged ISCs is not known. Novel knowledge on changes among individual ISCs upon aging will help to further understand consequences of aging of ISCs for tissue homeostasis and likely also for aging-associated clonal outgrowth like in cancer.

## Results

### Accelerated clonal drift in crypts of the aged intestine

Although central to the dynamics of tissue homeostasis and likely also for cancer development, the nature of the ISC clonal drift in aged animals is not known. To assess the clonal drift within crypts of aged animals, we used an established model of long-term lineage tracing. To this end, Tg(Vil-cre/ERT2)23Syr; *Gt(ROSA)26Sor*^*tm1(CAG-Brainbow2.1)Cle*^/J mice were generated (hereafter, vil1-cre; R26 Confetti). Upon one dose of tamoxifen (tam), a large frequency of intestinal cells, including ISCs, of either young (12–16 wk) or old (80–85 wk) mice were labeled by one of the four confetti fluorophores: cell membrane cyan (CFP), cytoplasmic yellow (YFP), cytoplasmic red (RFP), or nuclear green (nGFP) (Figs 1A and S1A and B). Similar to previous publications using this intestinal tracking system in mice (Snippert et al, 2010), the frequency of recombination for nuclear GFP was lower than 1%, and thus, analyses of nGFP were not further pursued in our analyses. Quantification of the frequency of the three remaining fluorophores in young and aged crypts 5 d post tam induction confirmed almost random and similar labeling efficiencies among young and aged crypts (Fig S1B), which excludes a possible bias in recombination efficiency in young versus aged intestinal cells as a confounding factor for our investigations. Intestinal crypts in animals were subsequently analyzed by whole-mount confocal microscopy (Fig 1A and B).

**Figure 1.**
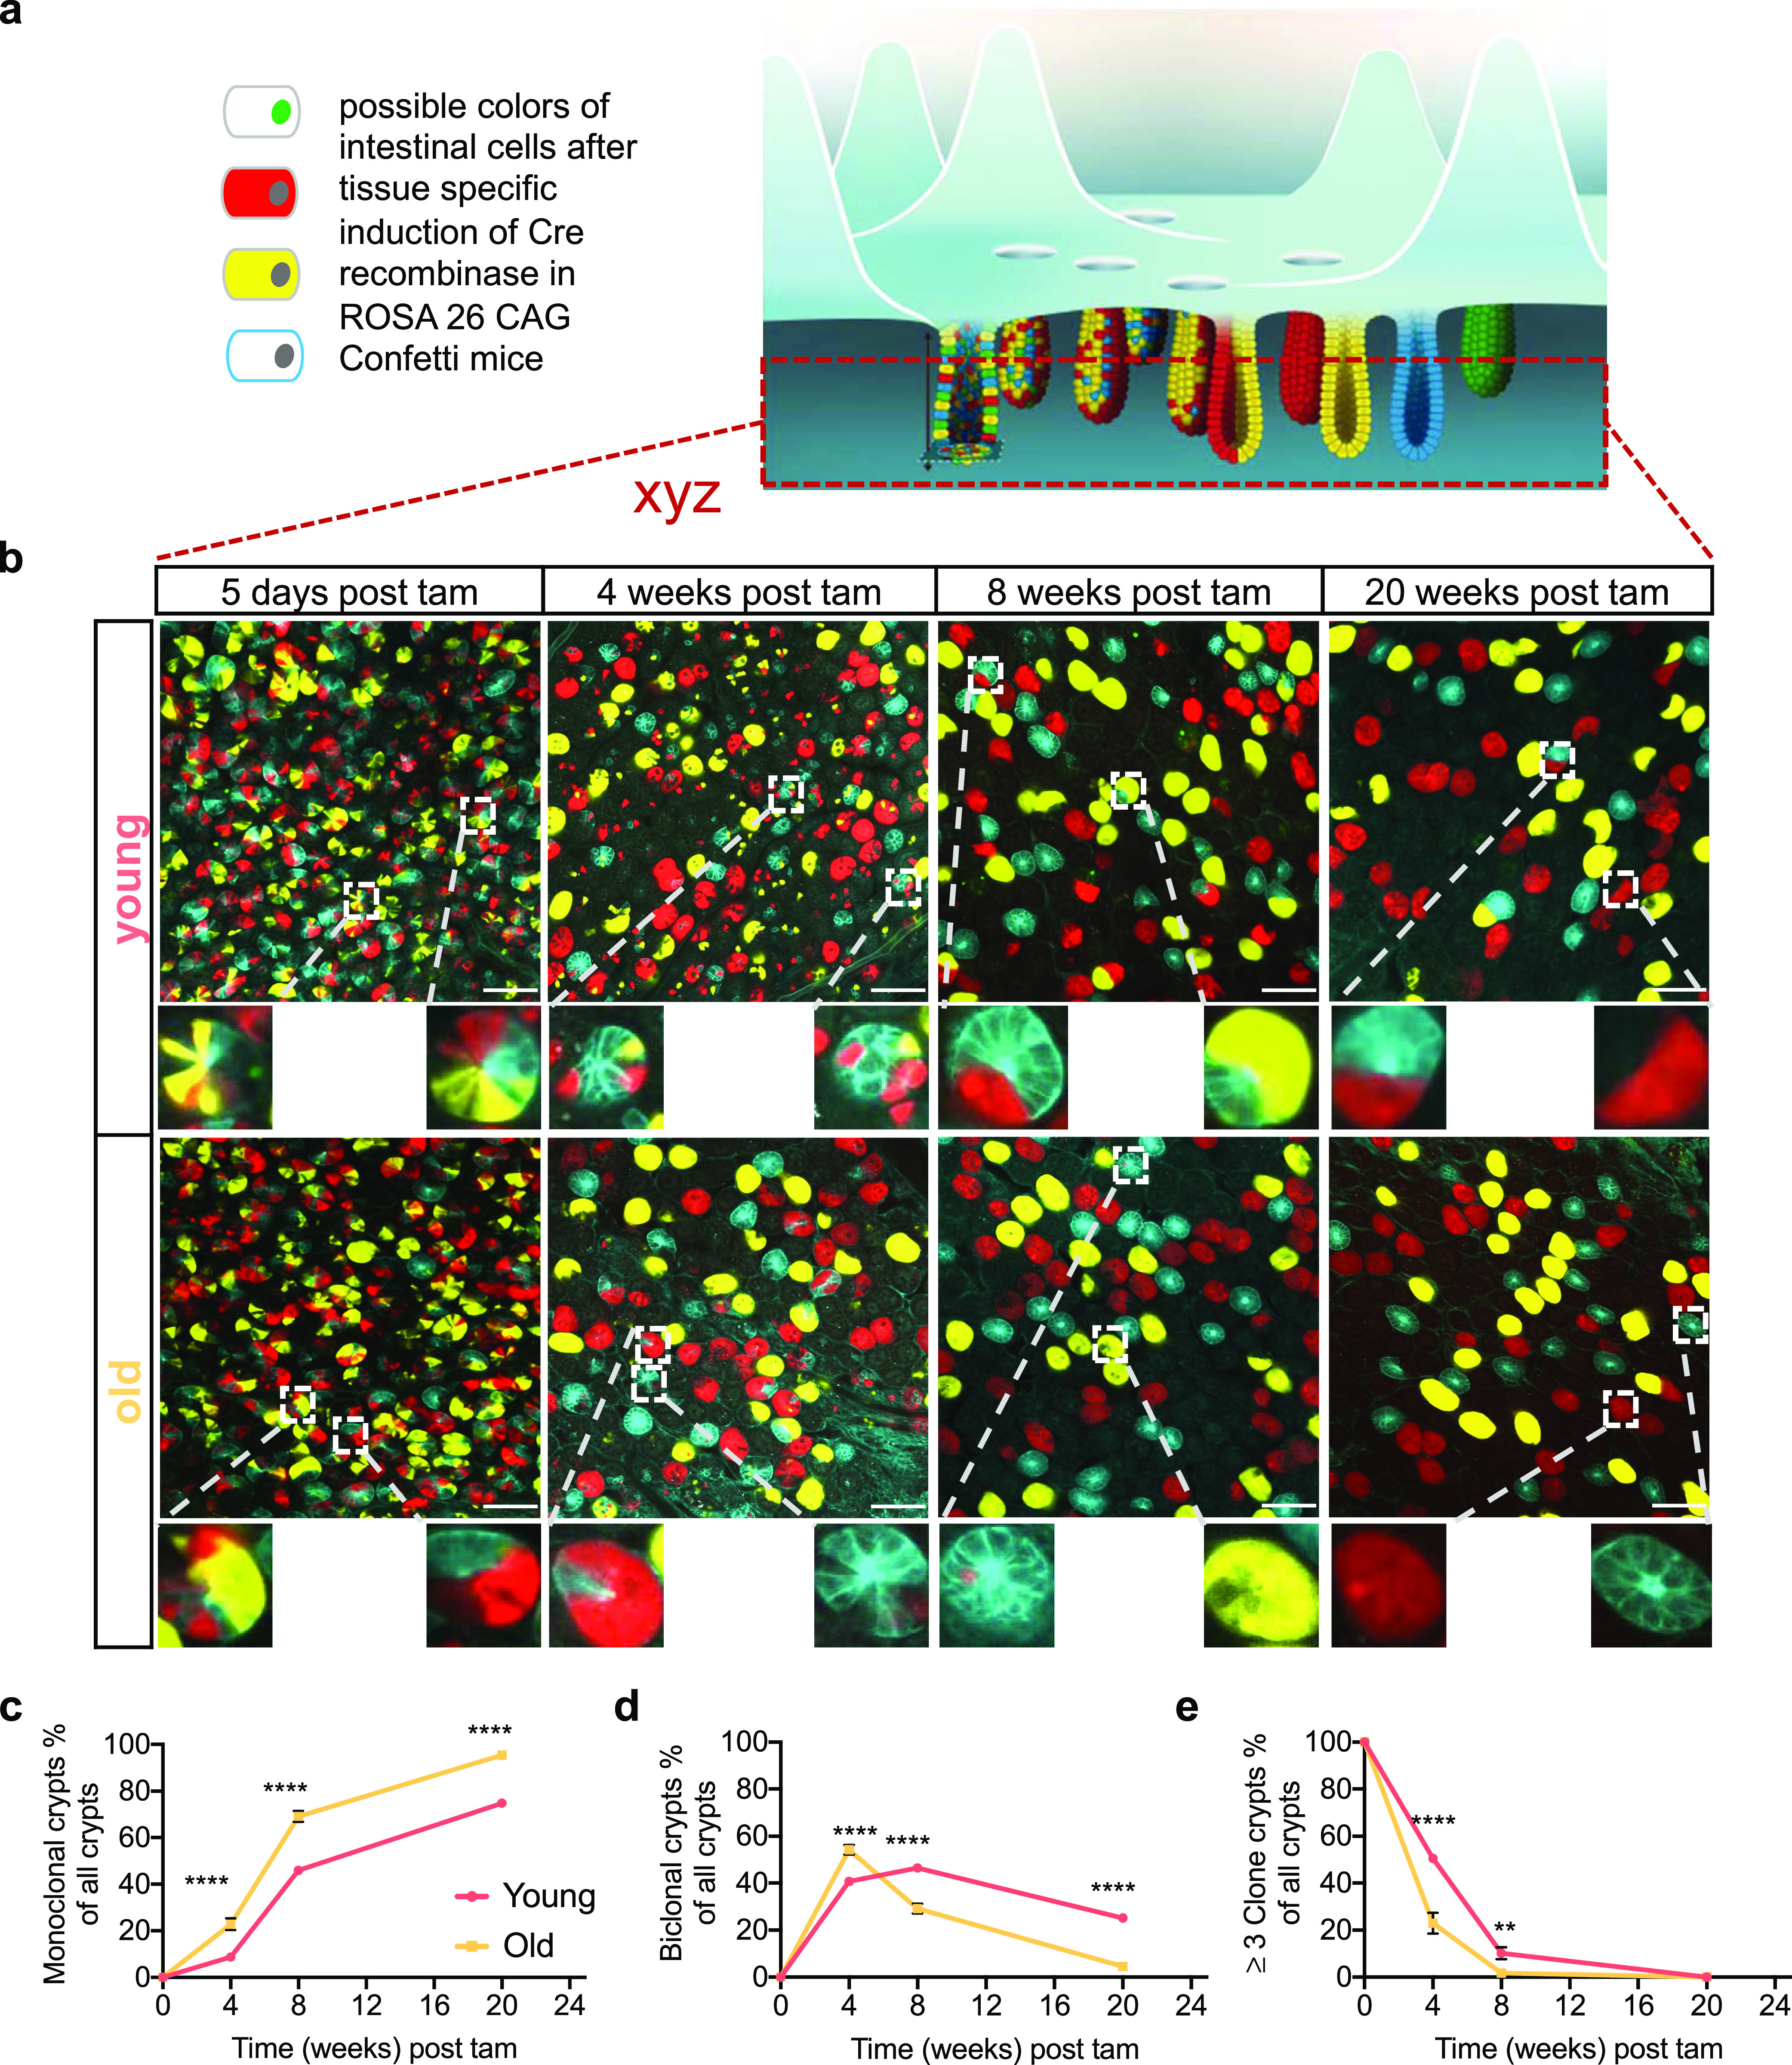
Accelerated clonal drift in crypts of the aged intestine. **(A)** Upon tamoxifen injection, intestinal epithelial cells, including intestinal stem cells in villin-cre Confetti mice will acquire on of the confetti colors. Over time, crypts will become monochromatic. **(B)** Representative images of crypts bases at different time points post tam injection/confetti initiation in whole-mount intestinal tissue. Scale bar = 100 μm. **(C, D, E)** Quantification the frequency of monochromatic, dichromatic, and multi-chromatic crypts in individual young and aged crypts between 5 d and 20 wk post–confetti induction. Analysis have been performed on confocal z-stacks (each stack has 15–22 layers with 3.6 μm distance for each) covering the whole length of all the crypts analyzed. Shown are means ± SEM. Analysis have been performed on confocal z-stacks (each stack has 15–22 layers with 3.6 μm distance for each) covering the whole length of all the crypts analyzed. N = 3–5 mice (young or old for each time point analyzed). 3–5 stacks per animal and time point and on average of ∼80 crypts for each stack were analyzed. The data from all z-stacks from one animal were averaged to obtain a single value on clonality per mouse per time point. In total, 3,437 (1,890 young and 1,547 old), 2,627 (1,188 young and 1,439 old),1,644 (716 young and 928 old), and 1,956 (780 young and 1,176 old) crypts were analyzed for the 5 d, 4, 8, and 20 wk time points. Shown are means with SEM, ** = *P* < 0.01, *** = *P* < 0.001, **** = *P* < 0.0001, two-way ANOVA.

**Figure S1.**
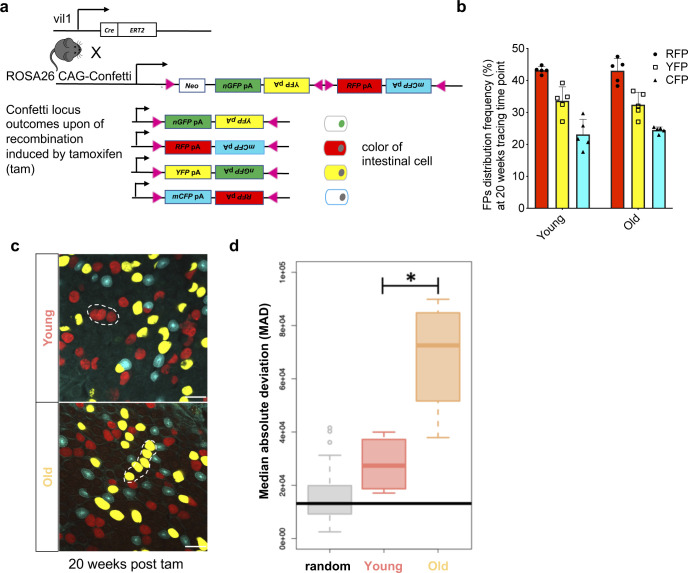
Labeling and Spreading of the confetti label in crypts. **(A)** Schematic illustration for confetti labeling of intestinal crypts. Upon one dose of tamoxifen (tam) injection, cells of the intestinal epithelium of young (12–16 wk old) and aged (80–85 wk old) Tg(vil1-cre);Gt(ROSA)26Sortm1(CAG-Confetti)clence mice will be randomly labeled by either nuclear green (GFP), membrane-located cyan (CFP), cytoplasmic yellow (YFP), or cytoplasmic red (RFP). **(B)** Frequency of the four confetti colors among intestinal cells 20 wk post induction with tamoxifen. Nuclear green is indeed almost absent (see also Fig 1). **(C)** Twenty weeks after induction, neighboring crypts share the same color and are thus likely clonally connected. **(D)** Median deviation from a complete random distribution of neighboring crypts sharing the same color. Both young and aged samples show a nonrandom distribution, with a significant difference between young and old crypts. The Horizontal bar represents the median absolute deviation of a simulated random distribution. Welch two sample *t* test, *P< 0.05.

5 d post–tam induction, crypts of both young and aged animals showed a random mixture of the confetti fluorophores (Fig 1B and E and Videos 1 and 2). However, already 4 wk post-induction, we observed an elevated percentage of crypts in aged animals that were biclonal or monoclonal compared with crypts in young animals (Fig 1B–D). Between week 4 and 8 post-tam, the frequency of biclonal crypts in aged mice declined rapidly with a concomitant increase in the frequency of monoclonal crypts, although many of the young crypts still showed contribution of at least two to three clones (Fig 1B–D). 20 wk after initiation of labeling, almost all aged crypts were monoclonal, whereas a considerable proportion of young crypts still remained biclonal (Fig 1B–D). We also determined whether crypts with the same color were stochastically distributed or distributed as clusters, which would indicate that drift might affect multiple crypts (Fig S1C). Median absolute deviation analyses revealed that the distribution of monoclonal crypts was indeed nonrandom in both young and aged crypts, whereas the level of nonrandom distribution of monoclonal crypts with the same color was significantly elevated in aged animals (Fig S1D). This implies that upon aging, there might be an accelerated spreading of dominant clones among neighboring crypts, which could be linked to the accelerated clonal drift but also be due to enhanced crypt fission and fusion upon aging (Bruens et al, 2017). In aggregation, our data show that upon aging, crypts still show a clonal drift and clonal succession but with a very much accelerated turnover of the dominant clone compared with the turnover in young crypts. In addition, clonality is also more likely to spread among aged crypts compared with young crypts. Whether both of these findings are mechanistically linked will need to be further investigated.

Video 1 Video 1 young villin-cre day 5. Download video

Video 2 Video 2 old villin-cre day 5. Download video

### Aged ISCs do not show accelerated expansion

Clonal drifts in young animals are driven by ISCs (Snippert et al, 2010; Sei et al, 2019). The accelerated drift upon aging might thus be linked to an accelerated expansion of ISCs and their offspring upon aging. We therefore determined the level of expansion of Lgr5+ ISCs and their offspring over a 5-day time period. For this purpose, B6.129P2-Lgr5^tm1(cre/ERT2)Cle^/J*; Gt(ROSA)26Sor*^*tm1(CAG-Brainbow2.1)Cle*^/J mice were generated (hereafter Lgr5e-creERT2; R26 Confetti, Fig S2A). ISCs from such mice, upon tam activation, express besides the eGFP reporter linked to the expression of Lgr5 also confetti colors only in ISCs (Lgr5+ cells), with a color frequency distribution similar to the one reported in Fig S1B. Flow cytometric analyses indicated a similar frequency of Lgr5 ISCs–high and –low cells in intestine of young and aged animals (Fig S2B and C). Consistently, also the number of Lgr5eGFP cells within individual crypts was similar among young and aged mice (Fig S2D). In addition, the vertical extension of the Lgr5eGFP region (Fig S2E and Videos 3 and 4) was similar between young and aged crypts, which excluded all these parameters as confounding factor in our following analyses.

**Figure S2.**
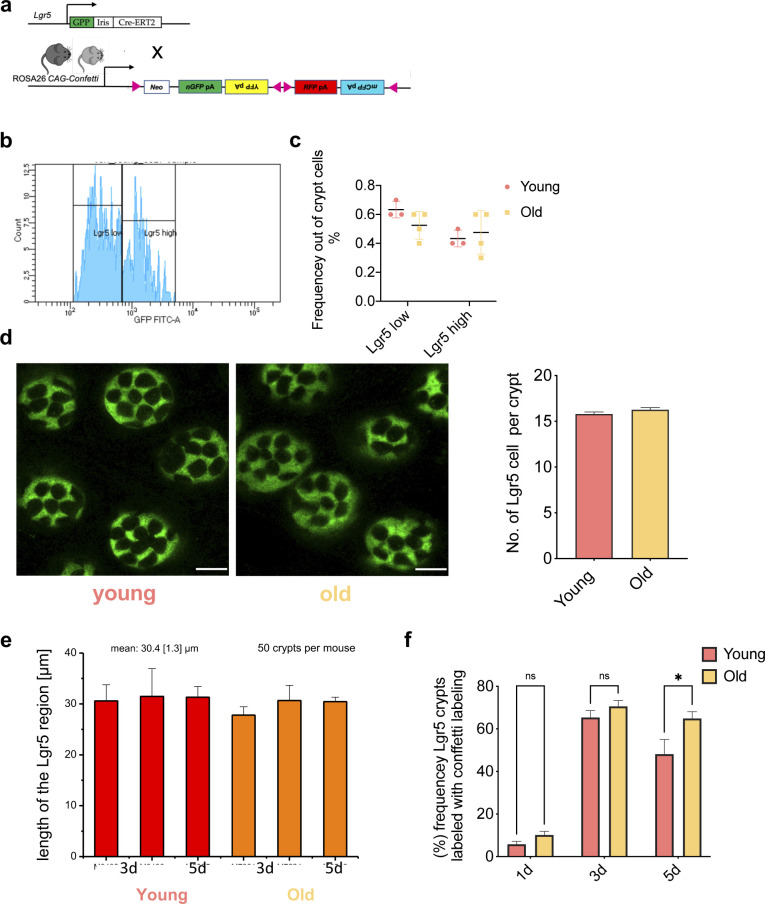
The Lgr5 compartment is similar bewteen young and aged crypts. **(A)** Under one tamoxifen dose injection, Lgr5+ intestinal stem cells (ISCs) of young (12–16 wk) and aged (80–85 wk) Lgr5eGFP-IRES-CreERT2;Gt(ROSA)26Sortm1(CAG-Confetti)clence mice are labeled randomly by one of the four confetti fluoresce colors: nuclear green (GFP), cell membrane cyan (CFP), cytoplasmic yellow (YFP), or cytoplasmic red (RFP). In this model, Lgr5+ ISCs express cytoplasmic GFP. **(B)** Gating strategy for Lgr5GFPlow and Lgr5GFPhigh intestinal cells. **(C)** Frequency of Lgr5GFPlow and Lgr5GFPhigh cells (ISCs) among all crypt cells in young and aged intestine as determined by flow cytometry. **(D)** Representative images (confocal) of Lgr5GFP+ ISCs at crypts bases in whole-mount intestinal tissue of young or old Lgr5CreConfetti mice and quantification of Lgr5GFP+ cells per young or aged crypt. Shown are means with SEM. n = 4 young and 4 old mice, and total of 120 crypts were analyzed, 15 for each mouse. **(E)** Vertical expansion of the Lgr5GFP signal in crypts from young or aged intestine from individual animals 3 and 5 d post tamoxifen. Analyzed were at least 50 crypts per mouse. **(F)** Frequency of crypts in young and aged animals labeled with any confetti color in Lgr5CreConfetti animals 1, 3, or 5 d post tam injection.

Video 3 Video 3 young lgr5-eGFP. Download video

Video 4 Video 4 old lgr5-eGFP. Download video

To visualize the level of expansion of individual Lgr5 ISCs within individual crypts, fluorescent confetti colors in Lgr5+ cells of young (12–16 wk) or aged (80–85 wk) mice were initiated by injection of a single dose of tam (Fig 2A). The number of crypts with at least one labeled Lgr5 cell was between 5% and 10% at day 1 post–tamoxifen injection and similar between young and aged animals, indicating a similar labeling efficiency of young and aged Lgr5 cells (Fig S2F). At 3 d post-tamoxifen, up to 60% of crypts were labeled in both young and aged animals. At 5 d post-induction, the frequency of labeled crypts started to decrease for both ages groups (Fig S2F).

**Figure 2.**
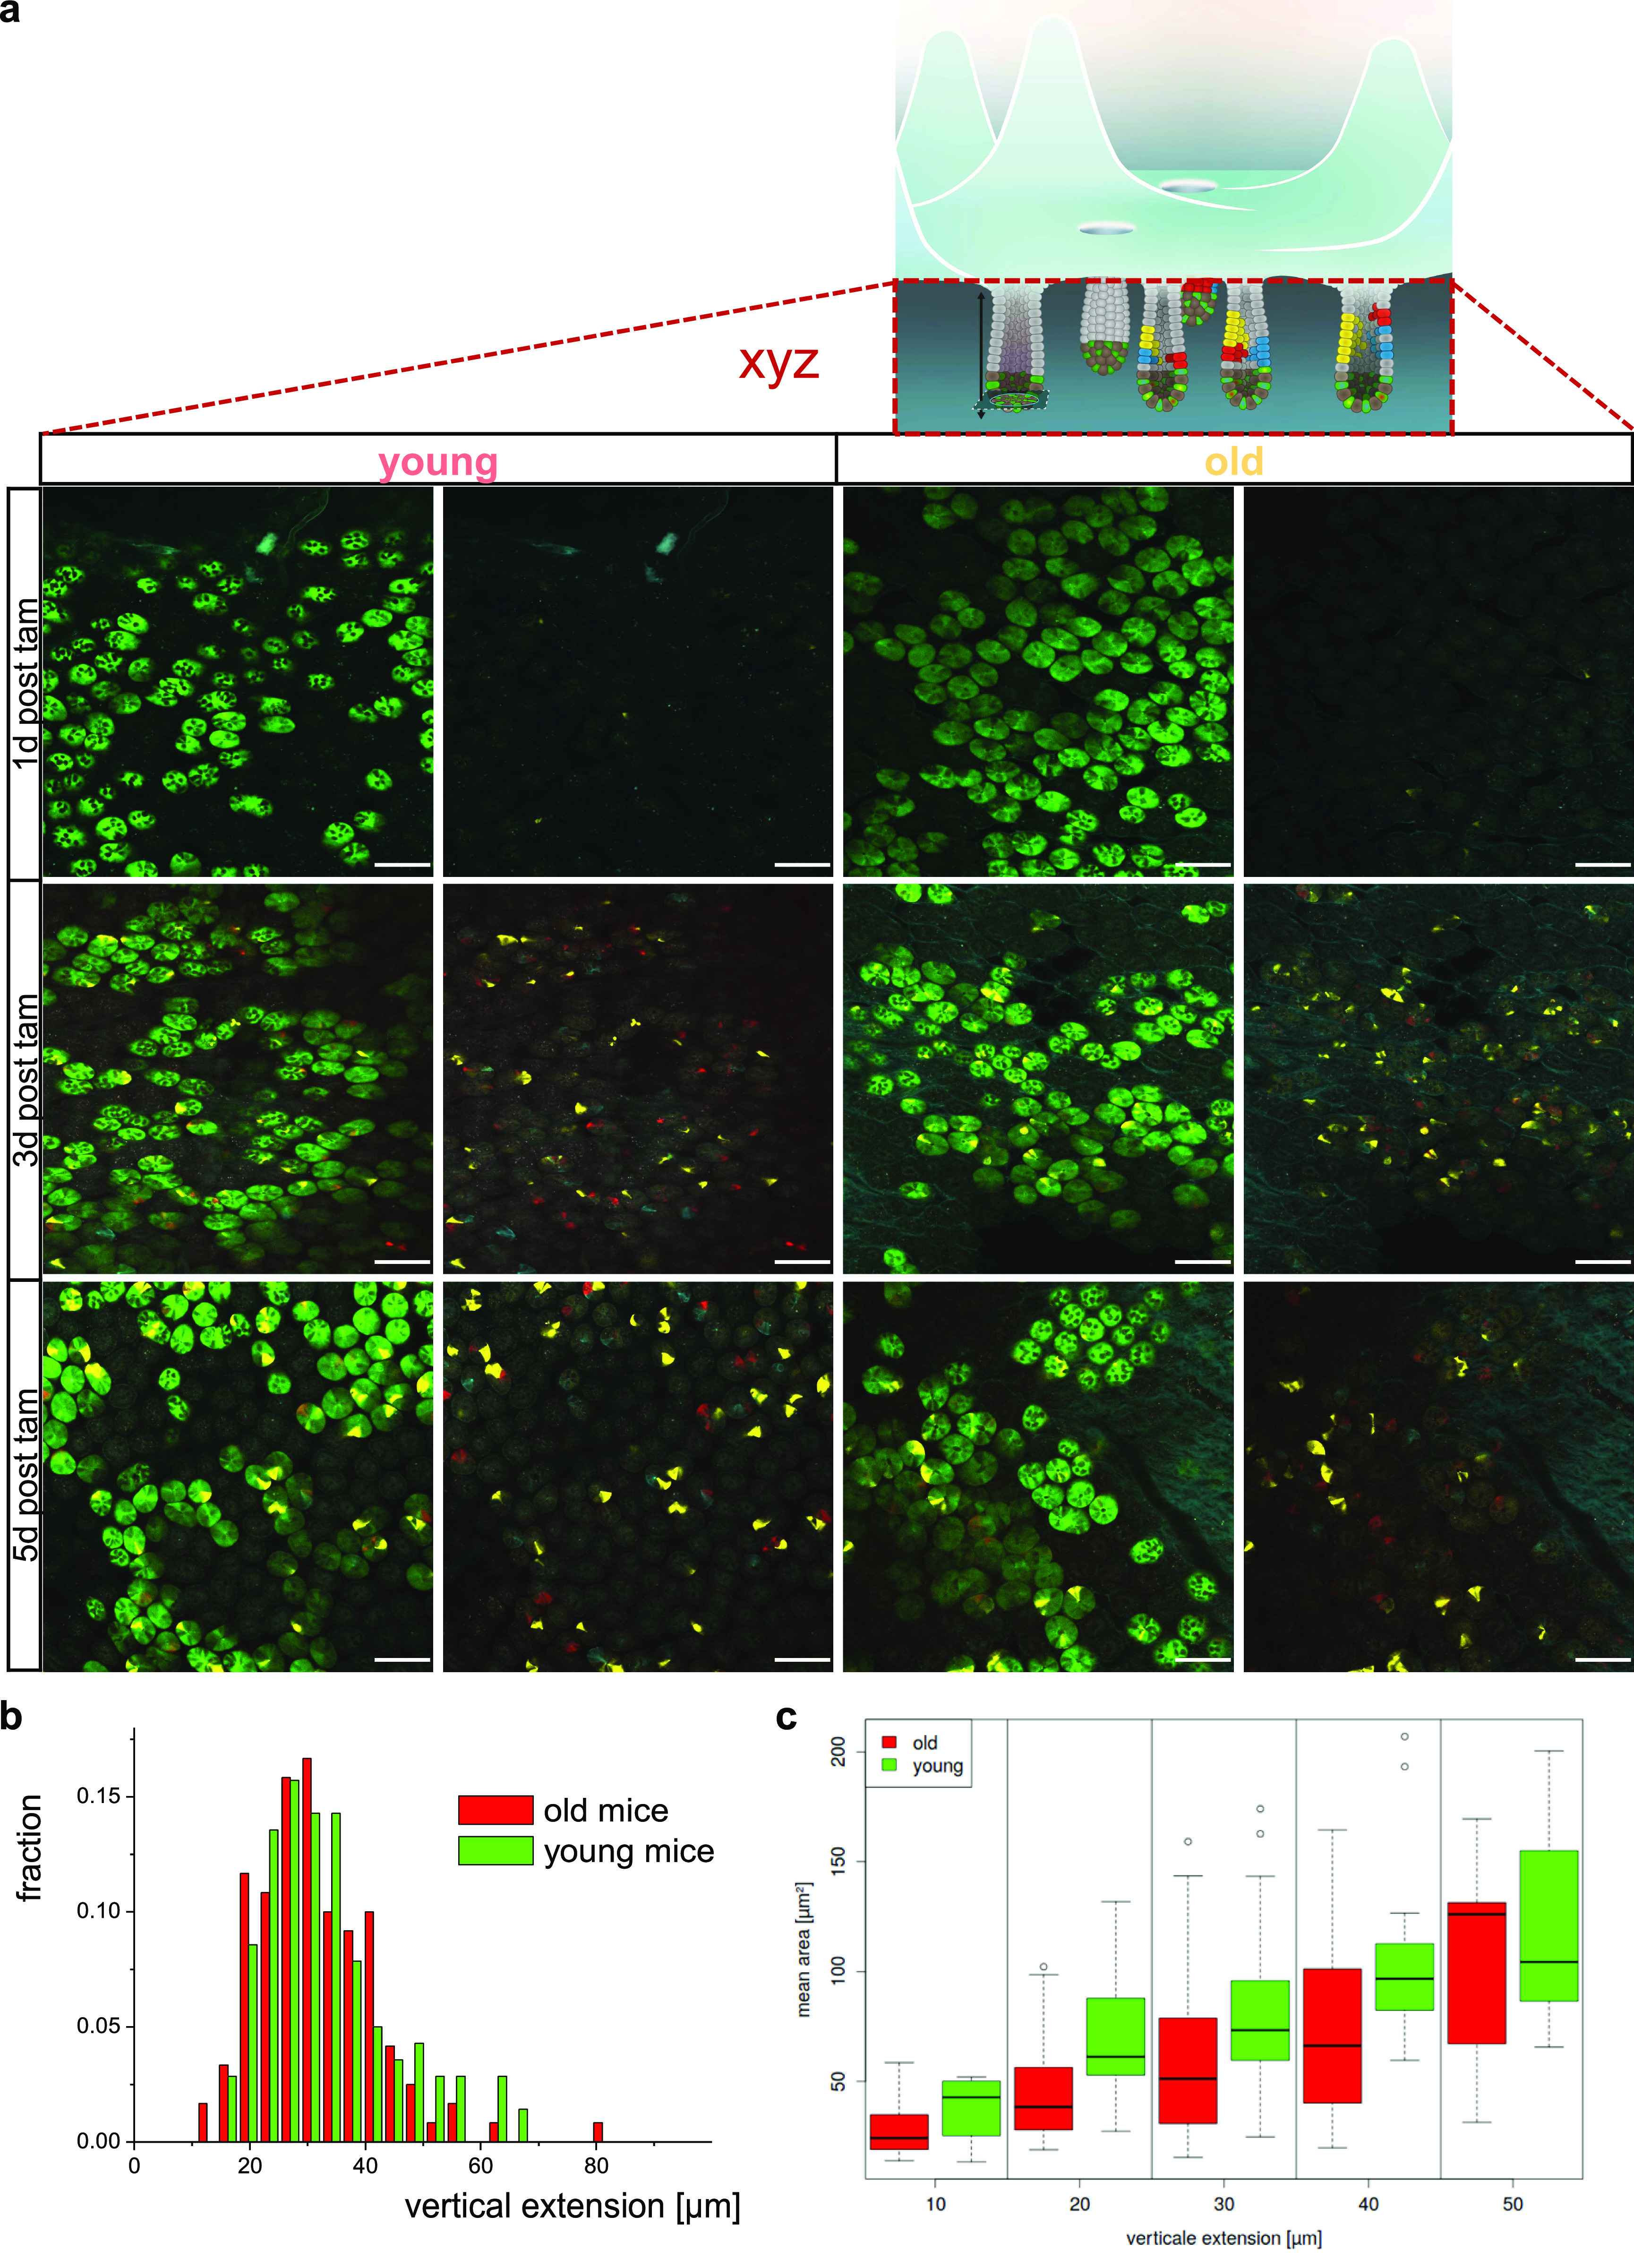
Expansion of Lgr5-positive intestinal stem cells is not altered by aging. **(A)** Representative images of crypt bases at different time points post–tam injection/confetti initiation in whole-mount intestinal tissue of young or old Lgr5CreConfetti mice. In these animals, Lgr5+ positive cells show cytoplasmic green in addition to the confetti colors. Scale bar = 100 μm. **(B)** Distribution of the vertical extension of clones in young and aged crypts 5 d post–tam induction as seen by the YFP signal. **(C)** Average area covered by the YFP signal of clones in young and aged crypts 5 d post–tam induction. Clones within defined ranges of vertical extension have been clustered (two young and two old mice, between 60 and 90 clones per mouse). Few clones with an extension above 55 μm were omitted.

We subsequently calculated the vertical expansion gained by offspring of individual Lgr5 cells at day 3 and 5, as well as the total area covered in all image stacks. We focused on the YFP label as the YFP signal was simply best suited for semiautomated image analysis. Surprisingly, the relative distribution of the vertical expansion within the crypt at day 3 and day 5 post-induction was almost identical among young and aged crypts (Fig 2B). Similarly, there was no difference in the total YFP positive area among young and aged crypts (Fig 2C). These data imply that aged ISCs do not show accelerated expansion in vivo in comparison to young ones. This finding excludes heterogeneity in proliferation an expansion upon aging as a central mechanism for the accelerated drift upon aging. It implies other mechanism like heterogeneity in the competitive potential of ISCs upon aging as contributors to the accelerated drift.

### Organoids from aged crypts show a clonal complexity similar to young organoids

Both a clonal drift driven by a more heterogeneous pool of ISCs and selection of clones with so far only minor selective advantage because of a small number of mutations however remain consistent with the observed accelerated clonal drift. Ex vivo organoids formed from ISCs within crypts are an accepted and valuable model system to study ISCs function ex vivo (Sato et al, 2009; Lukonin et al, 2020; Nikolaev et al, 2020). We used a recently developed, mid-complexity (about 350 barcodes) but fully annotated lentiviral barcode library (Thielecke et al, 2017) to determine changes in clonal expansion of ISCs from young and aged crypts upon ex vivo organoid culture (Figs 3A and S3A). To this end, crypts and thus ISCs in crypts from young or aged animals were transduced with the barcode library and subsequently cultured and expanded under organoid culture conditions. In these experiments, on average, about 50% of organoids were transduced by the barcode virus, with a similar transduction frequency of young and aged crypts (Fig S3B). The overall number of barcode libraries retrieved was similar in both age-groups and showed a high level of representation of complexity (on average 75 barcodes per analysis, Fig S3C). A high level of transduction, an equal level of transduction efficiency and the high level of complexity obtained upon retrieval ensured that the barcode tracing experiments are representative of all crypts in the experiment and comparable between experiments performed with young and aged crypts. Organoids formed from old crypts (O1–O5) showed no difference in the frequency of samples in which a small number of barcodes dominated the relative abundance of barcodes in a given sample (Fig 3B). Consistent with no significant difference in clonality parameters in young and aged organoids, the relative contribution of the most abundant barcode (Fig 3C), as well as the Shannon diversity index, which is a measurement of barcode diversity (Fig 3D), is not different between young and aged organoids. These data are consistent with no or only a very minor advantage of individual aged ISCs in conferring dominance upon ex vivo expansion over young ISCs.

**Figure 3.**
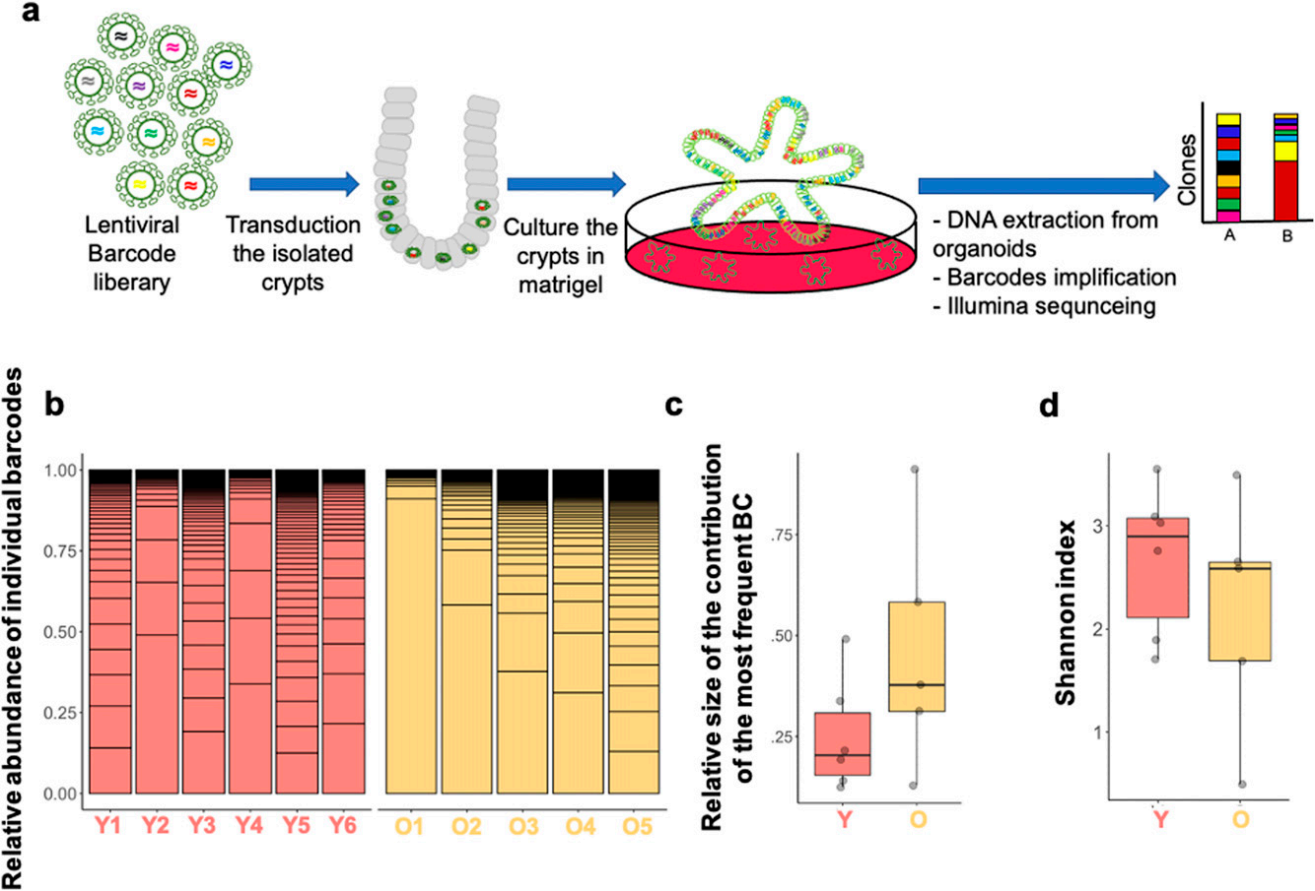
Aged intestinal stem cells show only minimally reduced clonality ex vivo. **(A)** Experimental setup: crypts from either young (12–16 wk) or aged (≥80 wk) mice were transduced with a lentiviral-based barcode library, and DNA extracted from organoids stemming from the crypts 7 d post-transduction was subjected to sequencing to quantify barcodes. **(B)** Relative abundance of the most represented barcodes among organoids from young and aged crypts (six young and five aged individual mice). **(C)** Relative size of largest barcode clone among young or old organoids. Mann–Whitney U-test: *P* = 0.25. **(D)** Shannon index (diversity) of barcodes retrieved from organoids from young or aged crypts. Mann–Whitney U-test: *P* = 0.33.

**Figure S3.**
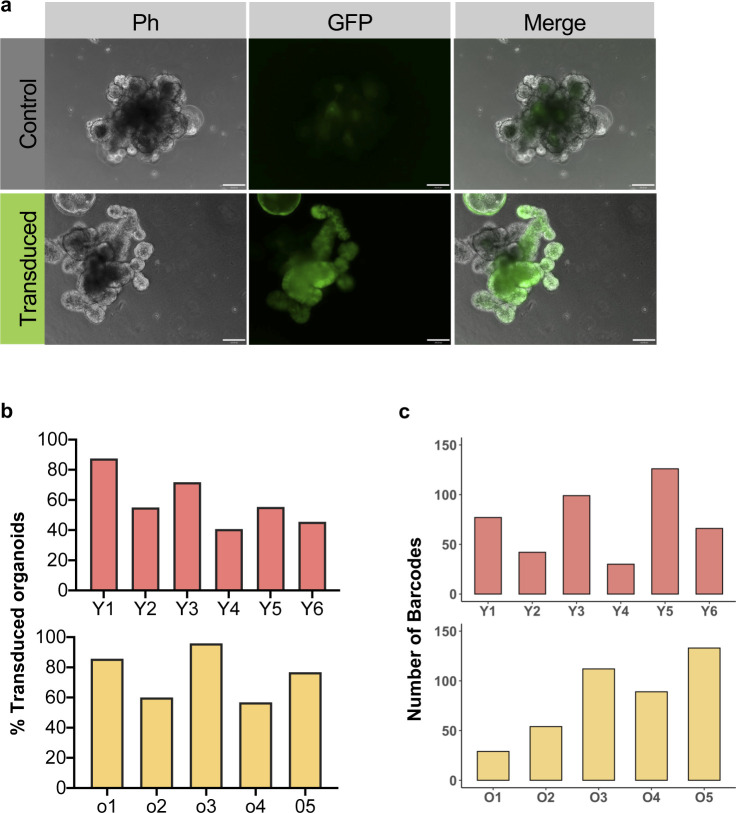
Transduction of organoids. **(A)** Representative image of organoids from young and aged crypts not transduced (control) or transduced with the GFP+ lentiviral barcode library, Scale bar = 100 μm. **(B)** Transduction efficiency of young or aged organoids. **(C)** Number of distinct types of barcodes retrieved from young or aged organoids.

### Increased transcriptional heterogeneity among aged ISCs

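The single cells came from the small intestine of 3 young and 4 aged mice and were sorted for a high green fluorescent protein signal from the Lgr5 locus, whose receptor marks ISCs at the base of the crypt. In the Smart-seq2 method the full-length cDNA of each sorted cell is amplified by PCR and sequenced without molecular identifiers, so reads are not independent molecules and precision stated from reads covers counting error only. The authors aligned the single-end reads to the mouse genome GRCm38 with HISAT2 and checked the mapping with Picard. The counting program and its annotation are not given in the sources used here. The deposited values are whole-number read counts on 55471 genes in each cell, without normalization. Young mouse 1 and aged mice 1, 2 and 3 each gave 192 cells, and young mice 2 and 3 and aged mouse 4 each gave 384. Cells with fewer than 1000 detected genes were left out here, which removed 54 cells of young mice, 32 of them from young mouse 1, and 30 cells of aged mice. The 1836 cells kept had a median of 305492 reads on genes and 9398.5 detected genes. Reads on genes summed over kept cells were 49447464, 134408884 and 132618737 in young mice 1, 2 and 3, with a median of 132618737. In aged mice 1, 2, 3 and 4 they were 57911504, 60567064, 69753862 and 131423008, with a median of 65160463. This difference in depth was within the spread between mice (exact permutation test, two-sided, p = 0.429). The methods give 384 cells per sequencing lane, and the code shared by such groups of cells in their names, taken here as the lane, divides the cells into 5 lanes, of which 3 held both ages. Aged mice 1 and 2 each shared a lane with part of the cells of young mouse 2, and aged mouse 3 shared one with young mouse 1, whereas young mouse 3 and aged mouse 4 were sequenced alone. Because cells of one mouse are not independent, counts were summed per mouse or a value was computed per mouse, and the mouse was taken as the replicate. With 3 mice against 4, an exact permutation test cannot give a two-sided p below 0.0286. Each cell was also compared with hand-written marker lists for ISCs and for 7 other cell types, as mean log2(CPM + 1), where CPM is the count scaled to the total of the cell. One of the other lists had a higher mean than the ISC markers in 24.4% ± 8.10 (SD, n = 4) of cells of aged mice and 10.3% ± 3.08 (SD, n = 3) of cells of young mice (exact permutation test, two-sided, p = 0.0857). The share led by Paneth cell markers was 10.9% ± 3.39 (SD, n = 4) in aged mice and 5.37% ± 2.47 (SD, n = 3) in young mice, and aged mouse 1 had the lowest share of cells led by any other list among aged mice, at 12.7%.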

To obtain direct insight into the level of transcriptional heterogeneity among aged ISCs, 1,920 individual ISCs (Lgr5^high^ cells, Fig 4A) from 3 young and 4 aged animals were analyzed by single-cell RNA sequencing (scRNA-seq) using a SMARTseq2 approach to provide a high level of sequencing depth and transcript coverage. We first investigated, via a deep learning algorithm, whether there is a gene expression signature that was able to discriminate between young and aged ISCs. The training of the deep learning model was performed using 65% of the cells, whereas the remaining 35% were used for validation of the prediction accuracy of the model. 

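A multilayer perceptron with 1 hidden layer of 64 units was trained on log2(CPM + 1) of the 2000 most variable genes in 65% of the 1836 kept cells and applied to the other 35%, in 20 random splits. The text names keras and TensorFlow but not the layers of the model. The perceptron assigned 93.7% ± 0.980 (SD over 20 splits) of the unseen cells to the right age group, where the larger group made up 50.7% of cells. This SD covers the choice of cells and not the spread between mice. By mouse, accuracy on unseen cells was 79.5% in young mouse 1, 95.0% in young mouse 2, 95.7% in young mouse 3, 85.6% in aged mouse 1, 94.8% in aged mouse 2, 97.1% in aged mouse 3 and 98.1% in aged mouse 4. Logistic regression on the same genes gave 96.2%. The largest move came from holding out all cells of 1 mouse at a time, so that training and unseen cells came from different mice. With logistic regression accuracy then averaged 74.4% over the mice, from 42.9% in aged mouse 1 to 94.7% in aged mouse 3. With the perceptron it averaged 67.1% ± 19.3 (SD, n = 7 mice), from 35.7% in aged mouse 1 to 89.7% in aged mouse 3. When the 7 mice were divided into groups of 3 and 4 in the 34 other possible ways, cells were assigned to these groups with 76.4% to 92.3% accuracy, against 93.9% for the division by age in the same 3 splits. The division by age was the highest of 35, an exact share of 0.0286. Cells of 2 mice could be told apart within an age group as well, with 85.4% to 97.3% accuracy in 9 pairs of mice. These same-age pairs shared no lane, and the 9 pairs of different age without a shared lane gave 89.4% to 98.2%. The 3 pairs of mice of different age in the same lane gave 83.9% to 91.8%. Cells of young mouse 2 in its 2 lanes were told apart in 61.9% of cases.

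**Figure D1:**
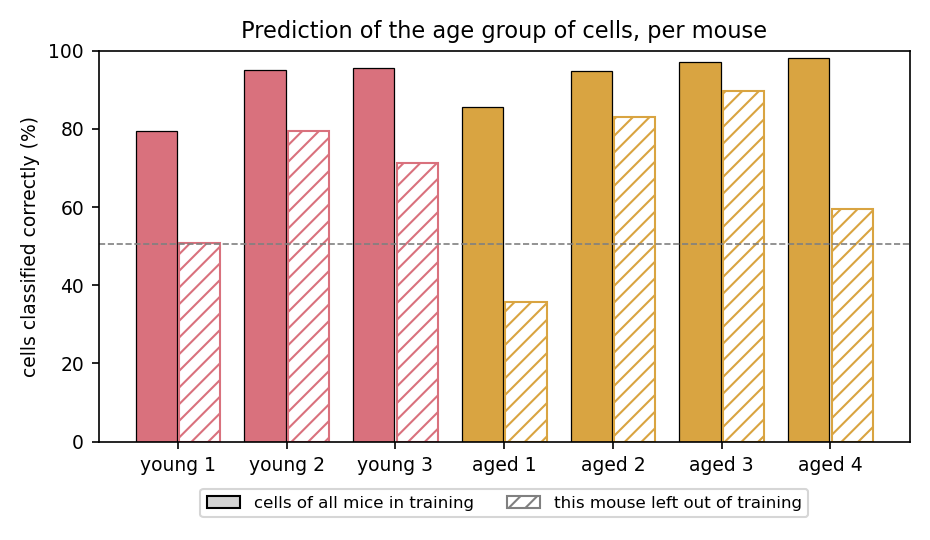
Percent of cells of each mouse assigned to the right age group. Filled bars are random splits over all mice, hatched bars are training without that mouse, and the dashed line marks the larger age group at 50.7% of cells. Without its own mouse in training, accuracy ran from 35.7% to 89.7%.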

After training, the algorithm achieved a prediction accuracy of at least 96% on the unseen data (Fig S4A), demonstrating that the transcription profile of individual young ISCs is predominantly distinct from the profile of individual aged ISCs. In the next step, we generated a correlation coefficient matrix for all the expressed genes and measured their degree of correlation to the prediction model. Principal component analyses were performed using the top 5% of positively (higher aging likelihood predictors) or negatively correlated (higher young likelihood predictors) genes (Table S1). 

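Across the kept cells, log2(CPM + 1) of each of 14765 genes was correlated (Pearson) with the probability of being aged that the perceptron, fitted to the other folds of 5, gave each cell. Table S1 gives the paper's own coefficients for 139 positively and 139 negatively correlated genes, and all 278 were found among the counted genes. The coefficient computed here had the sign given in Table S1 for 278 of 278 genes. Across these genes, which are not independent replicates, the 2 sets of coefficients had a Pearson r of 0.978, of 0.702 within the positive genes and of 0.930 within the negative genes. With the age label in place of the prediction r was 0.986, and with each mouse left out in turn it stayed between 0.950, without young mouse 3, and 0.976. Among the 139 most positive of the 14765 genes, 77 were in the table, and among the 139 most negative 52 were. Rps4l, a ribosomal protein gene on chromosome 6 of GRCm38 (148354656 to 148355598), had the most negative coefficient of the table's genes, -0.599 here against -0.6289 in the paper's table. Its summed counts were 1.01 ± 0.581 CPM (SD, n = 4) in aged and 29.5 ± 2.82 CPM (SD, n = 3) in young mice. Reads of Rps4l can be shared with near-identical ribosomal copies. The genes that follow it in the paper's table had coefficients here of -0.503 (Cpm), -0.464 (Slc28a2), -0.447 (2210407C18Rik) and -0.344 (Bcl6). Ly6e, on chromosome 15 from 74955051 to 74959905, headed the positive genes of the table with the paper's 0.4711 and had 0.341 here, with 470 ± 154 CPM (SD, n = 4) in aged and 121 ± 15.0 CPM (SD, n = 3) in young mice. The next positive genes of the table had coefficients of 0.331 (Galnt12), 0.353 (Tenm4), 0.275 (5330417C22Rik) and 0.309 (Tmed6) here. The perceptron given only the 278 genes reached 96.8% on unseen cells in random splits, and without them 87.1%. For cells of a mouse left out of training, the 278 genes, which were chosen on all 7 mice, gave 89.2% and the genes without them 44.2%. That choice affects both values, since the genes taken out were picked with the label of the left-out mouse too. The 44.2% therefore does not show that the other genes hold no information on age.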

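On the 278 genes of Table S1, which were chosen on these cells with the age labels and are therefore not independent evidence, the first 3 principal components of log2(CPM + 1) held 10.4%, 9.25% and 3.97% of the variance. The mean score of each mouse on PC1 was 1.89 ± 2.01 (SD, n = 4) in aged and -2.05 ± 0.736 (SD, n = 3) in young mice (exact permutation test, two-sided, p = 0.0571). Every aged mouse lay above every young mouse, with aged mouse 1 nearest to them at -1.05 and the highest young mouse at -1.53. On PC2 the means were 1.91 ± 1.66 and -1.80 ± 1.43 (exact permutation test, n = 4 and 3, two-sided, p = 0.0857), with aged mouse 1 at -0.350 below young mouse 1 at -0.157. On PC3 the ages overlapped (exact permutation test, two-sided, p = 0.914). At the level of cells, 75.5% of all pairs of 1 aged and 1 young cell had the aged cell higher on PC1, 78.0% on PC2 and 54.3% on PC3. With the 2000 most variable genes in place of Table S1, the difference between mice on PC1 shrank to 1.77 with overlapping mice (exact permutation test, two-sided, p = 0.543). On PC3 of these genes the difference was 3.72 (exact permutation test, two-sided, p = 0.0857), and 69.8% of pairs had the aged cell higher. On the Table S1 genes with all cells kept, the PC1 difference was 1.67 with overlapping ages (exact permutation test, two-sided, p = 0.171). The PC2 difference with all cells was 4.95 (exact permutation test, two-sided, p = 0.0857), with the aged cell higher in 84.2% of pairs. With log2(CPM/10 + 1) the PC2 difference was 0.355 (exact permutation test, two-sided, p = 0.343), with the aged cell higher in 48.2% of pairs. The PC1 difference on that scale was 5.35 (exact permutation test, two-sided, p = 0.0571), with the aged cell higher in 83.8% of pairs.

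**Figure D2:**
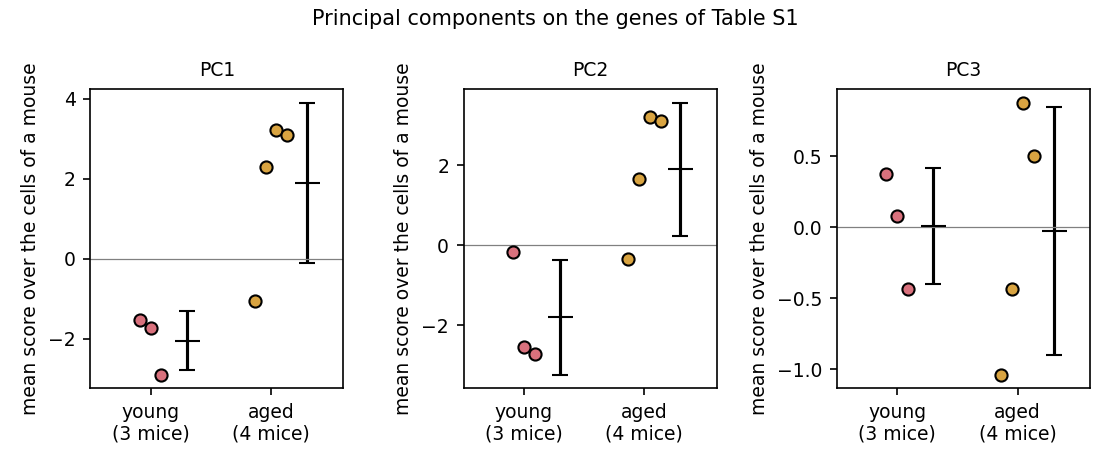
Mean score of each mouse on the first 3 principal components of the 278 genes of Table S1 (log2(CPM + 1), no unit). Each point is 1 mouse and the bars are group means with the SD. On PC1 the 4 aged mice lie above the 3 young mice, and on PC3 the groups overlap.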

We observed that young and aged ISCs showed clear segregation when plotted using the first 3 principal components (PCs) (Fig 4B). A gene set enrichment analysis (GSEA) using a pre-ranked list of genes based on their correlation coefficient to the prediction model (the aging signature) showed a significant negative correlation to a previously reported ISC signature (on bulk ISCs) from young mice ([Muñoz et al, 2012]; Fig 4C). This indicates that our deep-learning–based aging signature significantly shares genes that are also implicated in stemness of ISCs, implying concordance between aging and stemness axis. 

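The signature of the cited study was not used here. In its place stand 20 ISC markers written by hand from general knowledge after Table S1 had been read, tested over the mice. Of the 20 markers, 16 were lower in aged mice, with a median log2 fold change of -0.25, and camera, a competitive set test with a preset correlation of 0.01 between genes, gave an adjusted p of 0.000104 (limma voom, Benjamini-Hochberg over 22 lists). Under fry the Benjamini-Hochberg adjusted p was 0.278, and camera with the correlation estimated gave 0.203. None of the 12 lists past 0.05 in camera held under either of these tests. The mean level of the markers, in log2 CPM against the mean of all 7 mice, was 0.02, -0.14, -0.27 and -0.10 in aged mice 1 to 4 and 0.14, 0.16 and 0.19 in young mice 1 to 3. By edgeR's quasi-likelihood test 0 of the 20 markers passed an adjusted p of 0.05 with Benjamini-Hochberg adjustment over all genes, 0 passed adjusted over the list alone, and 3 had an unadjusted p under 0.05. DESeq2 called 0. In 4 markers, 20.0% of the list, the aged and young mice did not overlap, where chance gives 5.71%. By the correlation with the prediction of age, all 20 had a negative coefficient, with a median of -0.209 that was below every one of 10000 random lists matched on mean expression. Random lists were drawn gene by gene, so this rank ignores correlation between genes of a list. Lists that camera did not call lay near the ends as well, such as proliferation (percentile 100) and interferon response (0.02). Over cells led by the ISC markers, a set of 1513 cells chosen after the values were seen, the median change of the 20 markers was -0.20. Among the lists of other cell types, the median rise was 2.81 for tuft markers (7 of 7 genes higher), 2.56 for enteroendocrine markers (7 of 8), 1.55 for enterocyte markers (12 of 12) and 1.02 for goblet markers (7 of 7). Camera's adjusted p was 6.61e-07, 6.56e-06, 1.49e-08 and 0.0013 for these lists (limma voom, Benjamini-Hochberg). In edgeR's fit the tuft median was 1.04. Single mice carried much of these rises. Without young mouse 2 the median was 0.49 for tuft markers (camera, Benjamini-Hochberg adjusted p = 0.0559) and 0.21 for goblet markers (0.379 in the same test). It was 0.52 for goblet markers without aged mouse 4 (0.0567 in the same test) and 1.37 for enteroendocrine markers without young mouse 1.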

We next performed gene ontology biological process (GO-BP) GSEA of the pre-ranked aging signature genes. Biological adhesion, intracellular signal transduction, and tissue morphogenesis were negatively correlated with the pro-aging subset and thus positively correlated with the young like phenotype (Figs 4D and S4C). On the other hand, GO terms including small-molecule metabolic process, oxidation reduction process, small-molecule biosynthetic process, and cofactor metabolic process were positively correlated with the pro-aging signature (Figs 4E and S4B and C). 

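Gene ontology annotations were not used here, and intracellular signal transduction and tissue morphogenesis were not tested. For adhesion, 98 genes of the integrin, laminin, collagen IV, cadherin, nectin, claudin, ephrin and desmosome families and single adhesion genes that passed the filter on low counts were tested. Their median log2 fold change was -0.13 and 32 of the 98 were higher in aged mice (camera, adjusted p = 0.0119, limma voom with Benjamini-Hochberg adjustment), whereas fry gave a Benjamini-Hochberg adjusted p of 0.254. In edgeR's fit the median was -0.11 and the mean 0.000247, which differ in sign, with 62 genes lower in aged mice. Per mouse, the mean level was -0.36, -0.03, -0.07 and 0.23 in aged mice 1 to 4 and 0.04, 0.12 and 0.06 in young mice 1 to 3 (log2 CPM against the mean of all 7 mice), so aged mouse 4 lay above the young mice. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 genes passed over all genes and 0 adjusted over the list alone, 10 had an unadjusted p under 0.05, of which 6 were lower in aged mice, and DESeq2 called 3, of which 2 were lower. By correlation with the prediction, 68 of the genes had a median coefficient of -0.109, lower than in any of 10000 matched random lists. Such a rank ignores correlation between genes of a list. Among 689 Reactome sets, camera called 161 higher and 8 lower in aged mice, the latter including cell-cell junction organization (8 of 27 genes higher, camera adjusted p = 0.0316 with Benjamini-Hochberg adjustment). None of these sets held under fry or with the correlation estimated. Without aged mouse 3, camera's Benjamini-Hochberg adjusted p for the 98 genes was 0.0548. By camera, integrin cell surface interactions (15 of 48 genes higher) had an adjusted p of 0.475 with the same adjustment.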

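The metabolic terms were likewise replaced by lists. Of 79 genes of the respiratory chain, 76 were higher in aged mice, with a median log2 fold change of 0.25 (camera, adjusted p = 2.29e-13, limma voom with Benjamini-Hochberg adjustment). Of 151 genes of oxidoreductase families 117 were higher, with a median of 0.21 (camera, adjusted p = 7.42e-10 with Benjamini-Hochberg adjustment). All 20 genes of cholesterol synthesis were higher, with a median of 0.60 (camera, adjusted p = 4.73e-10 with Benjamini-Hochberg adjustment). These p values treat genes as nearly independent. Under fry the Benjamini-Hochberg adjusted p of the respiratory chain was 0.381. Per mouse, the mean level of the respiratory chain was -0.01, 0.08, 0.47 and -0.13 in aged mice 1 to 4 and 0.10, -0.23 and -0.28 in young mice 1 to 3 (log2 CPM against the mean of all 7 mice), so aged and young mice overlapped. With each mouse left out the median change of the respiratory chain ran from 0.12, without aged mouse 3, to 0.35. For cholesterol synthesis, aged mouse 3 stood at 0.81 and the other aged mice between -0.26 and 0.15, against -0.59 to 0.16 in young mice. Without aged mouse 3 the median change of the list was 0.31, and without young mouse 3 it was 0.34. In the cell-level ranking, the median coefficient was 0.0608 for the respiratory chain, 0.0166 for the oxidoreductase families and 0.139 for cholesterol synthesis, each above all 10000 random lists matched on mean expression. These ranks too ignore correlation between genes of a list.

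**Figure D3:**
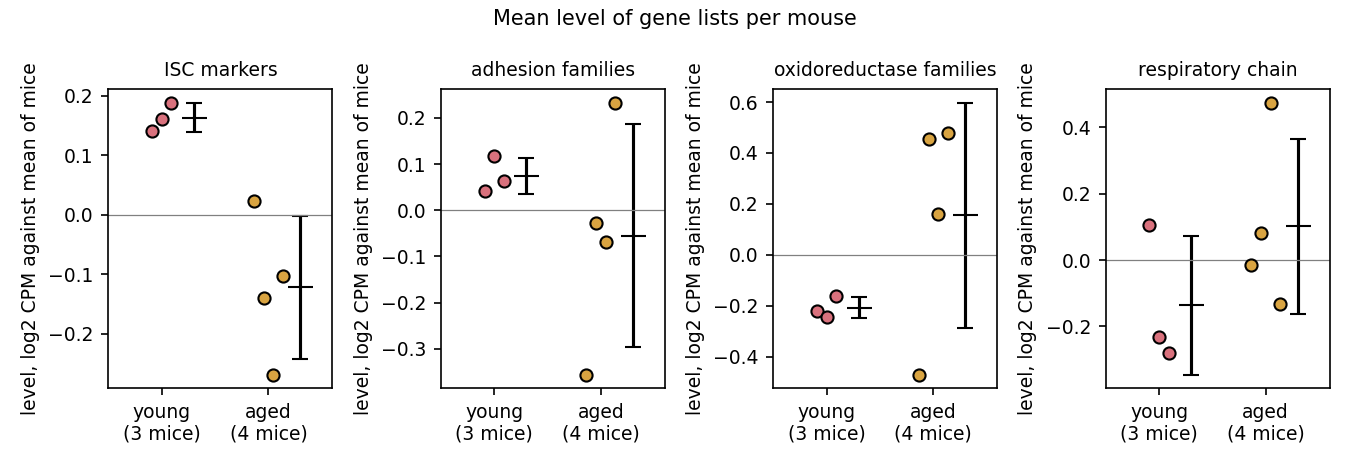
Mean level of 4 gene lists in each mouse (log2 CPM against the mean of all 7 mice). Each point is 1 mouse and the bars are group means with the SD. In the oxidoreductase families aged mouse 1 lies at -0.47, below the young mice, and the other aged mice lie above them.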

Changes in these pathways might be critical for aging of ISC and might thus also contribute to the accelerated drift.

**Figure 4.**
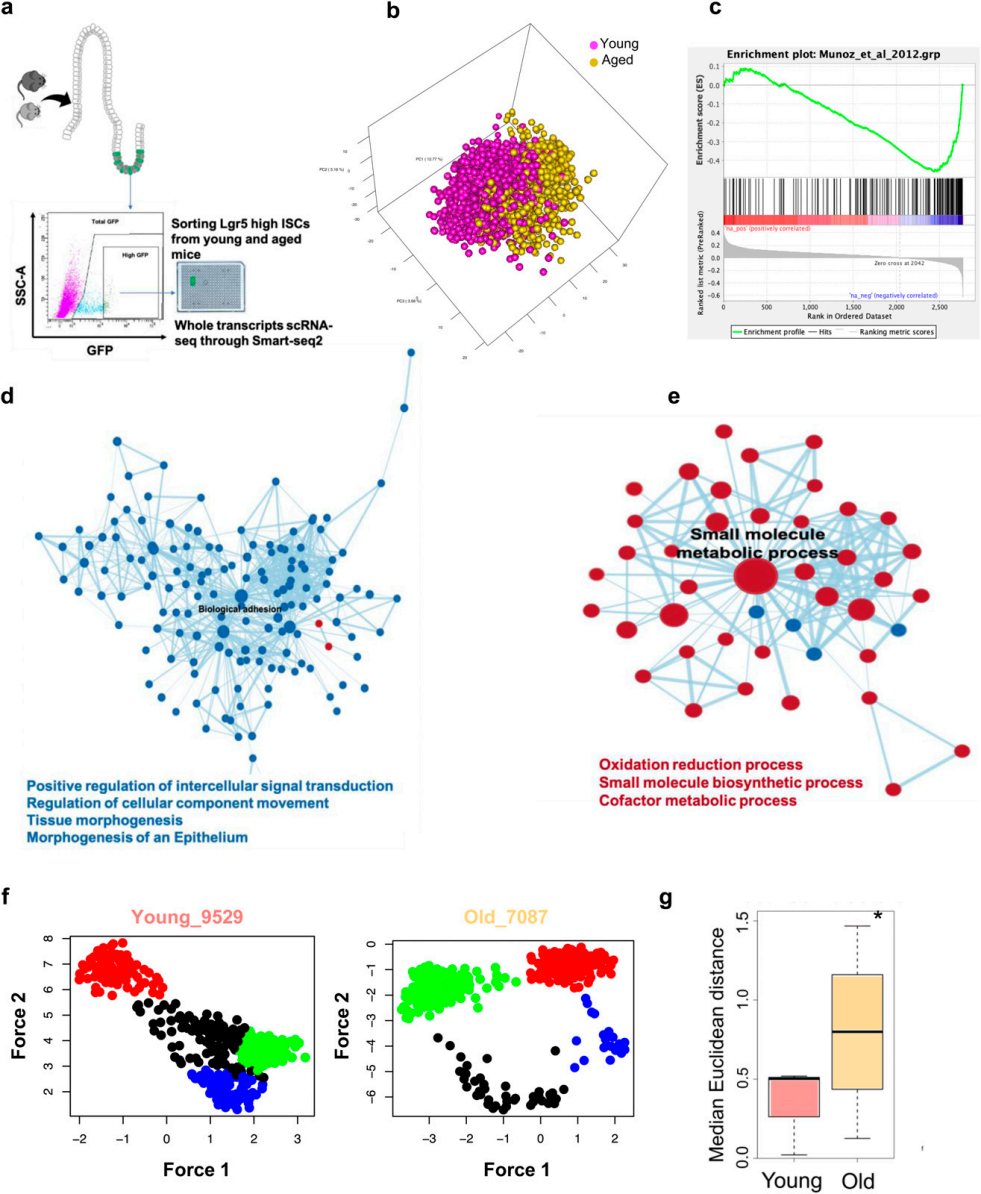
Intestinal stem cell (ISC) single cell aging gene expression signature reveals increased heterogeneity among clusters of aged ISCs. **(A, B, C)** Schematic overview of Lgr5-high ISCs sorting for scRNA-seq. (B) Principal component analysis classification of young and aged ISCs depending on the 5% predicted genes. (C) Gene set enrichment analysis of ISCs gene signature upon aging. **(D, E)** Gene Ontology reactome pathways network of networks increased (blue) or decreased. (red) in young ISCs. **(F, G)** Clusters of similar expression among young or aged ISCs (examples). (G) Euclidean distance between clusters of ISCs.

**Figure S4.**
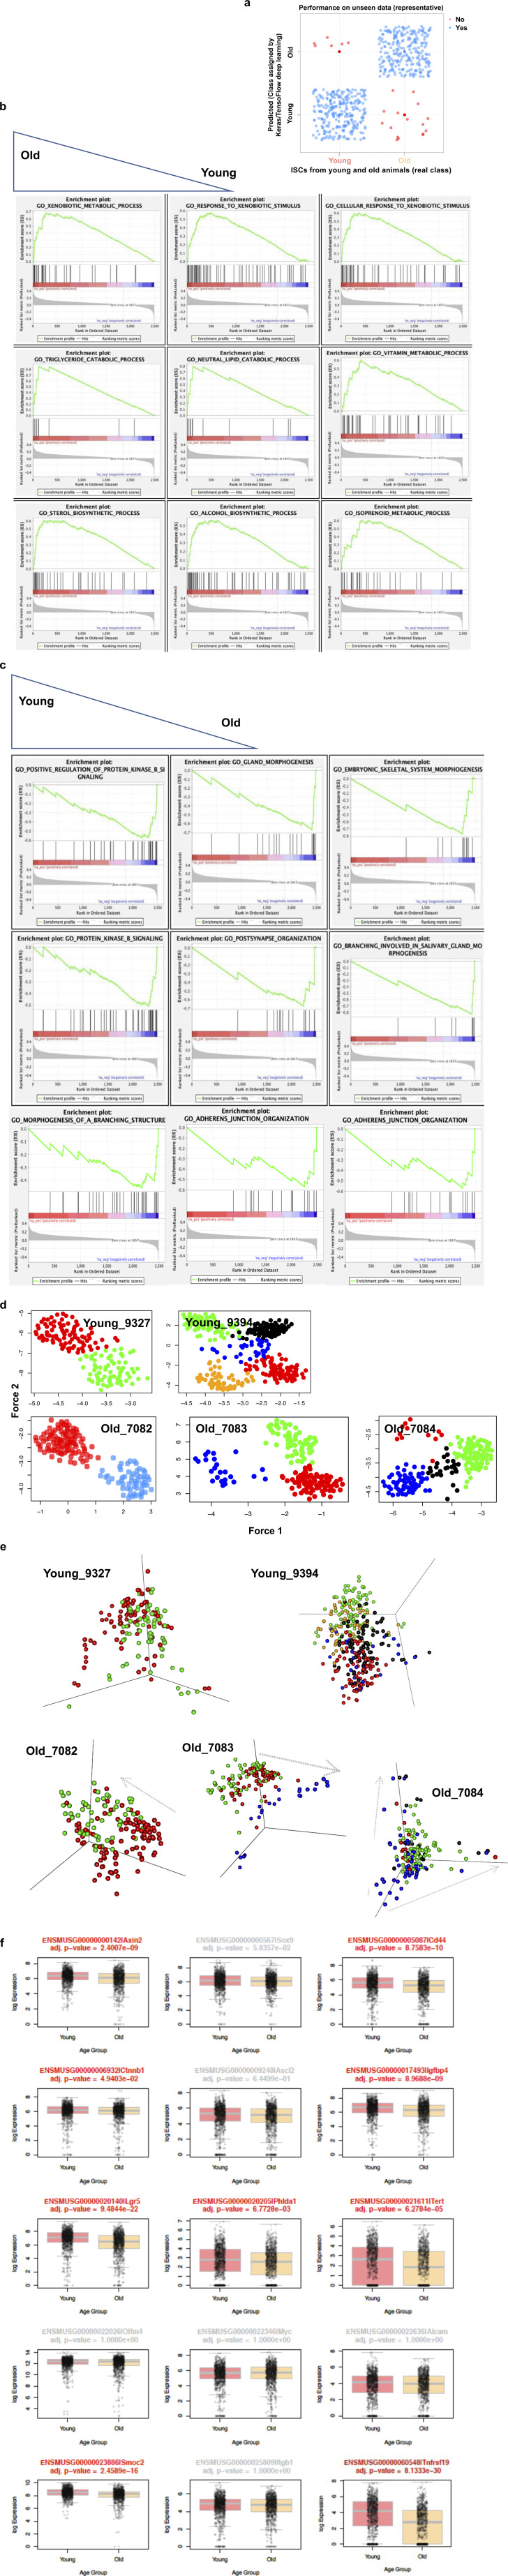
Single cell expression profiles of young and aged ISCs. **(A)** Verifying intestinal stem cell (ISCs) age-dependent classification using a deep learning trained on scRNA-seq data. **(B)** Gene set enrichment analysis of reactome pathways with a higher level of expression in old versus young ISCs within the 5% of the genes that constitute the aging signature. **(C)** Gene set enrichment analysis of reactome pathways with a higher level of expression in young versus old ISCs within the 5% of the genes that constitute the aging signature. **(D)** Clusters of similar expression among young or aged ISCs (remaining two young and three old animals). **(E)** Diffusion maps of the clusters with pseudo-time arrows (remaining two young and three old animals). **(F)** Comparison of expression of Wnt-target genes among all individual young and aged ISCs analyzed. Genes that significantly differentially expressed are shown in red.

Table S1 Differentially expressed genes young versus aged intestinal stem cells.

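Counts were summed per mouse and 20957 genes were tested, aged against young mice, with edgeR's quasi-likelihood test after TMM scaling and its filter on low counts. At an adjusted p of 0.05 with Benjamini-Hochberg adjustment edgeR called 0 genes, and 1098 had an unadjusted p under 0.05, where 1048 would be expected by chance. DESeq2 called 177 genes (117 higher and 60 lower in aged mice) and limma voom 2. Leaving out aged mouse 1 gave 8 genes, and every other mouse 0 or 1. The lowest adjusted p was 0.0774, for Rps4l, with a log2 fold change of -4.89 (standard error 0.51, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 mouse left out the adjusted p of Rps4l ran from 0.00411, without aged mouse 4, to 0.394, and it was 0.0291 without aged mouse 1 (edgeR, Benjamini-Hochberg). Ly6e had a log2 fold change of 1.96 (standard error 0.29, adjusted p = 0.115 in the same test). DESeq2's adjusted p was 1.04e-21 for Rps4l and 1.02e-07 for Ly6e (Benjamini-Hochberg). Of the 278 genes of Table S1, 127 had an unadjusted p under 0.05, DESeq2 called 45, and 63 passed in edgeR with Benjamini-Hochberg adjustment over the list alone, which is not independent evidence because the study chose the list on these cells. In 29.9% of the table's genes the aged and young mice did not overlap, against 5.62% of all genes tested and 5.71% by chance. Among the 139 genes of higher aging likelihood the median log2 fold change was 0.73, with 139 higher in aged mice, and among the 139 of lower aging likelihood -0.52, with 137 lower.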

To determine the level of transcriptional heterogeneity among individual ISCs within individual animals, graph-based nearest neighbor clustering analyses for all ISCs from each individual mouse were performed. Although the number of optimal gene expression-based clusters of ISCs remained similar among young and aged animals (on average 4, Figs 4F and S4D), the median Euclidean distance among clusters was higher among ISC clusters in old animals compared with young animals (Fig 4G). 

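Cells of each mouse were clustered alone by walktrap on a shared nearest neighbor graph (k = 10, 20 principal components of the 2000 most variable genes), since the methods name graph-based clustering without parameters. This gave 5, 4, 5 and 5 clusters in aged mice 1 to 4 and 6 clusters in each young mouse, or 4.75 ± 0.500 (SD, n = 4) against 6 ± 0 (SD, n = 3; exact permutation test, two-sided, p = 0.0286, the smallest p possible). The count depended on the setting. The difference, -1.25, changed sign with k = 5, which gave 6, 8, 8 and 11 clusters in aged and 6, 7 and 8 in young mice (exact permutation test, n = 4 and 3, two-sided, p = 0.457), and moved furthest on the Table S1 genes, to 1.5 (exact permutation test, two-sided, p = 0.343). The median Euclidean distance between cluster centroids was 78.8 ± 12.7 (SD, n = 4) in aged and 66.8 ± 3.88 (SD, n = 3) in young mice, in units of the principal components (exact permutation test, two-sided, p = 0.171). It was 63.2, 75.9, 82.4 and 93.6 in aged mice 1 to 4 and 62.4, 69.8 and 68.1 in young mice 1 to 3. With 160 cells drawn from each mouse the difference was 18.3 (exact permutation test, two-sided, p = 0.114). Over cells led by the ISC markers, a set chosen after the values were seen, the difference was 6.14, with aged mouse 4 at 91.7 and the other mice between 61.4 and 71.3. Some clusters were led by genes of differentiated cells, such as Defa genes of Paneth cells, Apoa4 of enterocytes and Chga of enteroendocrine cells, and others by genes of the cell cycle, so distances between clusters include distances between such groups of cells.

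**Figure D4:**
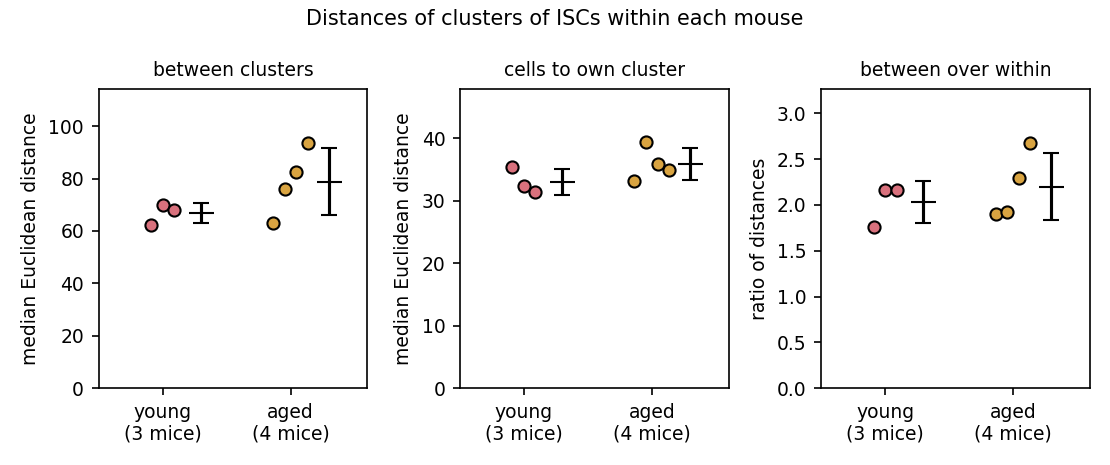
Median Euclidean distance between clusters, median distance of cells to their own cluster centroid (both in units of the principal components) and the first over the second for each mouse. Points are mice and bars are group means with the SD. Distances between clusters run from 63.2 to 93.6 in aged and 62.4 to 69.8 in young mice.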

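The median distance of cells to the centroid of their own cluster was 35.9 ± 2.64 (SD, n = 4) in aged and 33.1 ± 2.06 (SD, n = 3) in young mice (exact permutation test, two-sided, p = 0.171), higher in aged mice but within the spread between mice. With only cells of at least 2500 detected genes the difference was 3.75 and aged mice did not overlap young mice (exact permutation test, two-sided, p = 0.0286). The separation was a near tie, with aged mouse 4 at 34.594 and young mouse 1 at 34.586. Divided by this within-cluster distance, the distance between centroids was 2.20 ± 0.367 (SD, n = 4) in aged and 2.03 ± 0.230 (SD, n = 3) in young mice (exact permutation test, two-sided, p = 0.571). Aged mouse 4 had the largest ratio, 2.68, and the other aged mice lay between 1.90 and 2.30, which overlapped the range of 1.76 to 2.16 in young mice. The ratio had a difference of the other sign, -0.0231, with 10 principal components and -0.0318 over cells led by the ISC markers.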

As the analysis also took into account within cluster distribution, in aggregation, the results showed that aged ISCs formed more compact and distinct clusters comprising cells with high transcriptional similarity within a cluster but more distinct from cells in other clusters.

An unsupervised hierarchical clustering-based heatmap of the individual clusters, using the top 5% aging predictors genes, further showed segregation of gene expression profiles of cells by cluster membership (Fig 5A), implying that clusters are structured/ordered in concordance with the top aging signature genes. 

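For each mouse, the share of a gene's variance in log2(CPM + 1) that lay between clusters (eta squared) was compared with 10000 random lists of genes matched on mean expression. The median over the Table S1 genes ranked at percentile 97.4, 92.3, 93.0 and 99.8 in aged mice 1 to 4 and 99.7, 100 and 100 in young mice 1 to 3. It was 0.136, 0.124, 0.143 and 0.190 in aged and 0.108, 0.119 and 0.107 in young mice. Proliferation genes ranked at 100 in 6 of 7 mice and at 99.98 in aged mouse 3, and the ISC markers between 59.5 and 99.4. The clusters were built on the most variable genes, which can include genes of Table S1.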

In the next step, we performed pairwise GSEA between clusters from individual animals, to assess which of the clusters show significant correlation to the top 5% gene signatures to order the clusters according to the correlation to aged and young signatures. Subsequently, we performed diffusion map analyses. A pseudo-time order of the clusters from the GSEA are indicated by arrows showing directionality of the order of the clusters toward an aged expression signature (Figs 5B and S4E). We noted that young samples show a nondistinct order of the clusters and thus no strong pseudo-time relationships, whereas in the aged individuals, we observed that the clusters segregated along an aging profile pseudo-time axis. This implies that, among aged ISCs, cell clusters are driven by step-wise transition to aging along the ISC aging signature by step-wise acquiring the aging transcription program. 

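Each cell was given an aging signature score, the mean z value of the positive genes of Table S1 minus that of the negative genes. The mean score was 0.343 ± 0.260 (SD, n = 4) in aged and -0.335 ± 0.195 (SD, n = 3) in young mice (exact permutation test, two-sided, p = 0.0571). The genes were chosen on these cells. Within a mouse, the share of the score's variance that lay between clusters was 0.383 ± 0.0543 (SD, n = 4) in aged and 0.464 ± 0.0222 (SD, n = 3) in young mice, where 1 would mean that clusters alone set the score (exact permutation test, two-sided, p = 0.0857). The range from the lowest to the highest cluster mean was 0.763 ± 0.188 (SD, n = 4) in aged and 1.04 ± 0.385 (SD, n = 3) in young mice (exact permutation test, two-sided, p = 0.486). The direction changed with the setting: with signature genes chosen without the mouse scored, the share was higher in aged mice by 0.0649 (exact permutation test, two-sided, p = 0.457), and with k = 20 the range was higher in aged mice by 0.129 (exact permutation test, two-sided, p = 0.629). Over cells led by the ISC markers, a set chosen after the values were seen, both kept their direction with no overlap between the ages. The share was lower in aged mice by 0.229 (exact permutation test, two-sided, p = 0.0571) and the range by 0.302 (exact permutation test, two-sided, p = 0.0286). Share and range tend to rise with the number of clusters, which in the main setting was 6 in each young mouse and lower in every aged mouse. That number was not held equal between mice, so it stays open as a source of these differences. Diffusion maps and pairwise enrichment between clusters were not computed here.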

The accelerated clonal drift upon aging thus correlates with an increase in heterogeneity among groups of ISCs from old animals.

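As a measure that needs no clusters, the median distance between pairs of cells of a mouse was computed over 20 principal components of all cells together. It was 72.5 ± 2.50 (SD, n = 4) in aged and 66.5 ± 4.40 (SD, n = 3) in young mice (exact permutation test, two-sided, p = 0.0857), or 69.7, 75.8, 72.0 and 72.4 in aged mice 1 to 4 and 71.2, 65.9 and 62.4 in young mice 1 to 3. Over cells led by the ISC markers, a set chosen after the values were seen, it was lower in aged mice, with a difference of -1.16 (exact permutation test, two-sided, p = 0.686). The paper states that the faster clonal drift goes along with more heterogeneity among groups of ISCs in old animals.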

**Figure 5.**
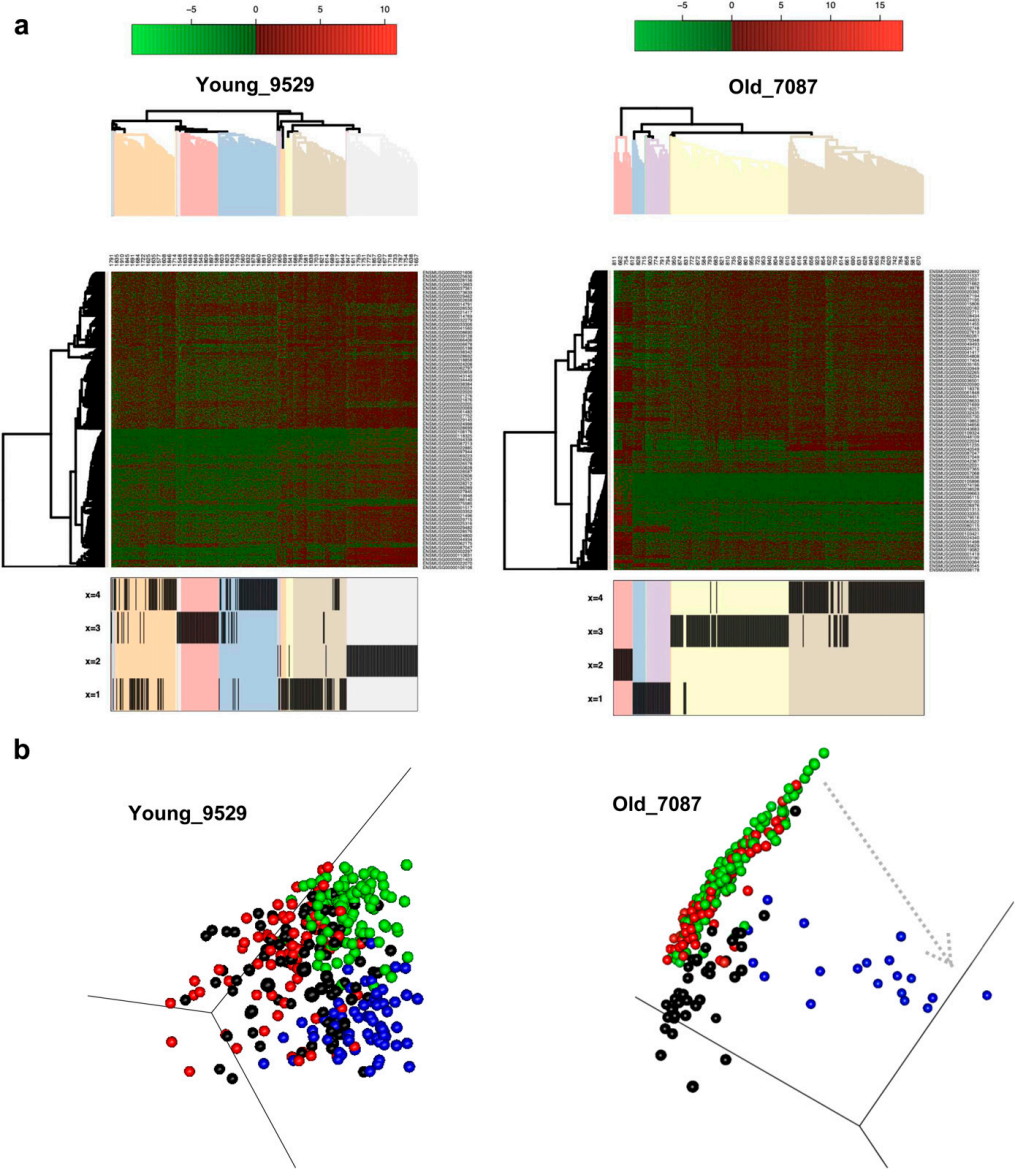
Clusters from aged intestinal stem cells segregate along an aging profile pseudo-time axis. **(A)** Gene expression heatmap for gene clusters defined in Fig 4F. The color scale shows level of expression, and the hierarchical clustering arranges cells according to similarities in expression levels of these aging signatures identified (Fig 4A–C). The lower part of the figure identifies the intestinal stem cell cluster of that mouse (see Figs 4F and S4D) the individual cell has been assigned to. These are, for example, four clusters in young mouse #9529 or old mouse #7087. **(B)** Diffusion maps of the clusters with pseudo-time arrows (examples).

### Reduced adhesion of aged ISCs is caused by reduced Wnt signaling

Adhesion-related processes were among the differentially expressed Gene Ontology terms in the GSEA analysis based on a correlation of the GO signatures to the ISC aging signature (Fig 4D). A more in-depth analysis revealed that indeed adhesion related GOs/genes were primarily down-regulated in aged ISCs (Fig 6A). 

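All 44 genes named on the axis of Fig 6A were in the deposited counts and passed the filter. In sums per mouse 42 were lower in aged mice, with a median log2 fold change of -0.36, and Cd74 (0.09) and Olfm4 (0.05) were higher. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 genes passed 0.05 over all genes, 9 had an unadjusted p under 0.05, DESeq2 called 2, and 1 passed adjusted over the list alone (lowest adjusted p = 0.0459). The study chose this list on these cells, so the last count is not independent evidence. Fyn, on chromosome 10 of GRCm38 (39368855 to 39565381), had 3.87 ± 0.742 CPM (SD, n = 4) in aged and 8.82 ± 0.769 CPM (SD, n = 3) in young mice, a log2 fold change of -1.19 (standard error 0.26, adjusted p = 0.353 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; DESeq2 adjusted p = 0.000663). Lama5, a laminin gene on chromosome 2 (180176373 to 180225859), fell by 1.10 on the log2 scale (standard error 0.28), from 23.4 ± 7.02 CPM (SD, n = 3) in young to 10.9 ± 2.98 CPM (SD, n = 4) in aged mice, with an adjusted p of 0.0411 in DESeq2 and of 0.503 in edgeR's test with Benjamini-Hochberg adjustment. In 8 of the 44 genes, 18.2%, the aged and young mice did not overlap, with the aged mice lower in all 8, where chance gives 5.71% without overlap in either direction. The 19 genes also in Table S1 were all lower in aged mice, and of the other 25 23 were. All 44 had a negative coefficient in the cell-level correlation with the prediction. With lane as a block over the 3 shared lanes 42 were lower and 10 passed adjusted over the list alone, but both lanes of young mouse 2 count there as separate samples. With cells weighted equally all 44 were lower and 13 passed over the list alone. Without aged mouse 3, 38 were lower and 0 passed adjusted over the list alone, with 4 under an unadjusted p of 0.05, whereas without aged mouse 1 all 44 were lower and 8 passed in the same edgeR test.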

Changes in adhesion of ISCs have been linked to change in clonal dynamics in cancer (Dalerba et al, 2007). To experimentally determine whether aging alters adhesion of aged ISCs, a shear stress model was applied to quantify the number of Lgr5 ISCs that remain adherent to Matrigel in response to a continuous, linear change in external force (Fig 6B). Overall, young ISCs resisted detachment by shear stress significantly better than aged ISCs, especially at a force higher than 20 dyne/cm^2^ (Fig 6C and D). Aged ISCs are therefore impaired in their ability to adhere to matrix. Aged ISCs show reduced canonical Wnt signaling (Fig S4F and Nalapareddy et al [2017]), which drives aging of ISCs, whereas addition of Wnt3a to aged ISCs restores canonical Wnt signaling and, at least in part, rejuvenates ISC function (Nalapareddy et al, 2017; Pentinmikko et al, 2019). 

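Of the 15 Wnt-target genes named in Fig S4F, 13 were lower in aged mice in sums per mouse, with a median log2 fold change of -0.18. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 passed over all genes and 0 adjusted over the list alone, 2 had an unadjusted p under 0.05, and DESeq2 called 0. The study chose these genes on the same cells. Without aged mouse 3, 9 of the 15 were lower, and without aged mouse 1 all 15 were. The 9 genes in red in the figure had a median of -0.33 and all were lower, and the other 6 a median of -0.04 with 4 lower. Lgr5, on chromosome 10 of GRCm38 (115450311 to 115587780), had 297 ± 82.6 CPM (SD, n = 4) in aged and 401 ± 58.4 CPM (SD, n = 3) in young mice, a log2 fold change of -0.44 (standard error 0.24, adjusted p = 0.99998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each mouse left out it stayed between -0.55 and -0.25, the latter without aged mouse 3. Tnfrsf19 showed the largest fall, 37.2 ± 21.3 CPM (SD, n = 4) against 75.1 ± 7.81 CPM (SD, n = 3), a log2 fold change of -1.01 (standard error 0.35, adjusted p = 0.808 in the same test), lower in every aged mouse than in every young mouse. Smoc2 was also lower in every aged mouse, at 891 ± 37.5 CPM (SD, n = 4) against 1089 ± 67.0 (SD, n = 3), with a log2 fold change of -0.29 (standard error 0.14, adjusted p = 0.969 in the same test). Tert had a log2 fold change of -0.53, Phlda1 of -0.37, Cd44 of -0.33, Axin2 of -0.09 and Ctnnb1 of -0.08, whereas Myc (0.17) and Olfm4 (0.05) were higher. Several of these changes depend on single mice. Phlda1 was at -0.017 without young mouse 1 and Cd44 at -0.15 without young mouse 2, whereas Axin2 and Ctnnb1 changed sign without aged mouse 3, Myc without aged mouse 1, and Olfm4 without aged mouse 1 or young mouse 3. A list of 21 canonical Wnt targets written by hand, of which 6 were higher in aged mice, had a median of -0.16 (camera, adjusted p = 0.00352, limma voom with Benjamini-Hochberg adjustment), and with lane as a block its adjusted p was 0.101. With each mouse left out its median was -0.29 without aged mouse 1, -0.28 without young mouse 2, -0.091 without aged mouse 2, -0.011 without young mouse 1 and between -0.19 and -0.16 without the others.

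**Figure D5:**
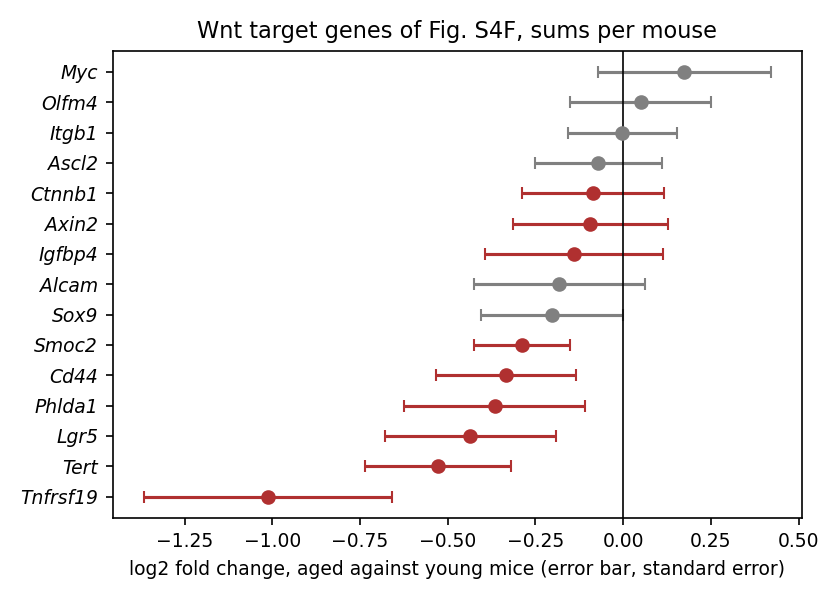
Log2 fold change of each of the 15 genes of Fig S4F, aged over young mice (x axis), with its standard error from edgeR. Genes in red in the paper's figure are drawn in red. Tnfrsf19 lies at -1.01 and Myc at 0.17.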

Mechanistically, reduced Lgr5 can result in a loss of cortical F-actin accompanied by weaker cell–cell interactions (Carmon et al, 2017). Together, these data suggest that reduced Wnt-signaling in aged ISCs might affect their adhesion properties. Indeed, aged ISCs, when exposed to Wnt3a, showed significantly improved adherence, almost to the level seen in young ISCs (Fig 6C and D). These data demonstrate that reduced Wnt signaling in aged ISCs is sufficient to cause reduced adhesion of aged ISCs.

**Figure 6.**
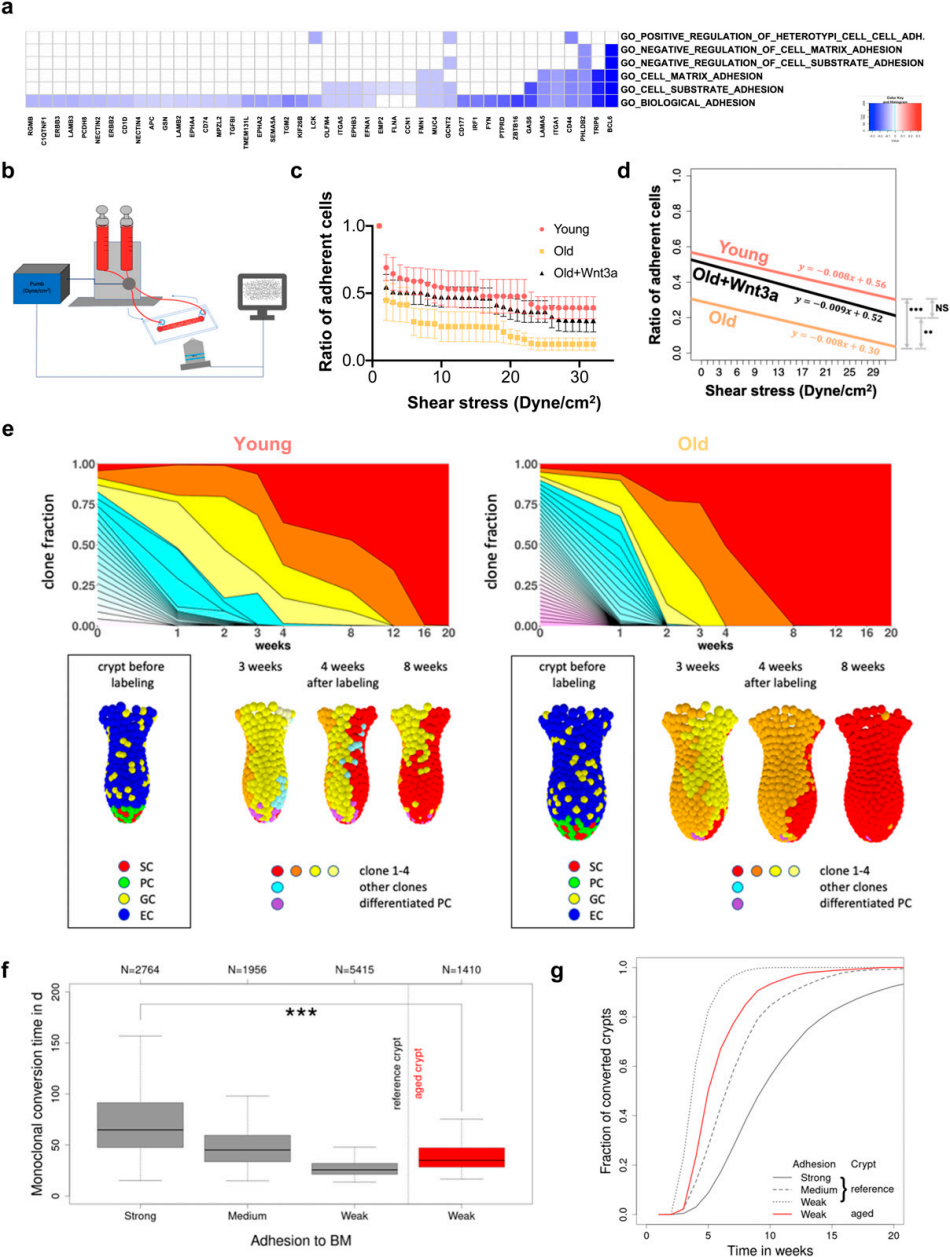
The accelerated clonal drift upon aging is linked to reduced adhesion of intestinal stem cells (ISCs) caused by reduced Wnt signaling. **(A)** Heatmap of the level of expression of adhesion genes (x-axis) in GO terms linked to adhesion (y-axis, right) in aged ISCs. All listed genes are down-regulated in aged HSCs. **(B)** Experimental setup for determination of adhesion to Matrigel in response to shear stress. **(C)** The ratio of adherent ISCs on a collagen IV/Matrigel–coated chamber upon a continuously increased level of shear stress. Shown are means with SEM. Mice, n = 3 young, 3 old, and 3 old Wnt3a-treated group. **(C, D)** Nonparameteric regression analysis of the ratio of adherent cells depicted in (C). As there were no significant differences between the slopes, the intercepts were compared using a nonparametric test of proportions using the chi-square goodness of fit test. ** = *P* < 0.01, *** = *P* < 0.001. **(E)** Examples for a crypt from a young (left) and an old mice (right). Upper row: time-dependent size of individual ISC clones (different colors). Monoclonal conversion (red clone) takes place after about 16 and 8 wk in the crypt of the young and old mouse, respectively. Lower row: snapshots of the crypts at the time points indicated; SCs = stem cells, ECs = enterocytes, PCs = Paneth cells, GCs = goblet cells. **(F)** Box plots of the conversion times for strong (100%), medium (95%), and weak (90%) ISC–BM attachment strength in crypts of young mice (reference) and for weak adhesion (90%) in crypts of aged mice. N indicates the number of conversion events considered. The median conversion time of crypts from young mice (strong adhesion) and aged mice (weak adhesion) differs significantly (*** = *P* < 0.001). **(G)** Increasing fraction of monoclonal crypts over time for the same scenarios (clone size >3 cells). About 80% of the crypts of young mice with strongly adherent ISCs became monoclonal within 14 wk. Weak ISC–BM attachment in aged mice reduces this time to less than 8 wk.

### Reduced adhesion accelerates clonal drift in a computational model of the crypt

Genetic or pharmacological modifications of adhesion in vivo are usually nonspecific (both with respect to pathway and cell type) and nongraded. Consequently, it remains very difficult to experimentally investigate the consequences of graded levels of in vivo adhesion for the regulation of the dynamics of the clonal drift. We therefore used an individual cell–based computational model of the intestinal crypt to determine the influence of reduced adhesion properties on competition of individual ISCs in crypts over time (Fig 6E). The model has been already successfully applied to simulate long-term tissue dynamics under homeostasis and during transformation (Buske et al, 2011; Thalheim et al, 2016). In the extended model used for these analyses, the matrix was represented by a dense polymer network, and we introduced an additional adhesion structure of niche cells that attaches these cells to individual matrix polymers.

A 10% reduction of the adhesive force at which the linkage to individual matrix polymers breaks is sufficient to result in shortening of the conversion time from about 10 to 4–6 wk, similar to what has been observed in aged mice (Fig 6F and G). Considering differences in the crypt shape between young and aged mice (Fig S5A), in agreement with our experimental observations (Nalapareddy et al, 2017), we were able to show a similar short-term clone size distribution as actually found in mice (Fig S5B). Thereby, an increased crypt diameter ensures constant ISC numbers during aging, which otherwise decrease with reduced adhesion strength. The model thus correctly mirrors our observations in aged animals (Figs 1 and 2). We further determined (Fig S5C) the expression pattern of the GO adhesion genes (Fig 6A) in all ISCs from each individual mouse and compared it to their cluster membership (Figs 4F and S4D). The color scale in Fig S5C shows expression, and the hierarchical clustering arranges cells according to similarities in expression levels. The lower part of the figure identifies the cluster the cell has been associated to (young or old mice). There is no obvious pattern in the association of the genes with distinct clusters, so cells in individual clusters do not show a distinct expression pattern of adhesion genes, that is, clustering is not driven by changes in adhesion molecules but rather by differences in the expression of genes linked to overall stem cell aging (Fig S4E). 

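In place of the genes of Fig 6A, between 67 and 72 genes of the adhesion families detected in at least 10% of a mouse's cells were used, and the share of their variance between clusters was compared with 10000 matched random lists. The median share ranked at percentile 38.1, 50.5, 53.1 and 96.8 in aged mice 1 to 4 and 20.8, 0.65 and 27.7 in young mice 1 to 3, so aged mouse 4 alone lay above 53.1. The mean over the mice was 41.1 ± 30.5 (SD, n = 7). Aged mice ranked higher by 43.3 (exact permutation test, two-sided, n = 4 and 3, p = 0.0571), and with all cells kept the difference was 67.4 with no overlap between the ages (exact permutation test, two-sided, p = 0.0286). With k = 20 it was 17.0, with overlapping ages (exact permutation test, two-sided, p = 0.400). In the same comparison proliferation genes ranked at 99.98 or above in all 7 mice.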

In summary, the computational model explains accelerated monoclonal conversion in aged mice by reduced ISC adhesion without assuming accelerated cell proliferation. Our results provide clear evidence that accelerated clonal drift upon aging is tightly linked to reduced adhesion of aged ISCs caused by reduced canonical Wnt signaling in ISCs and thus uncoupled from division.

**Figure S5.**
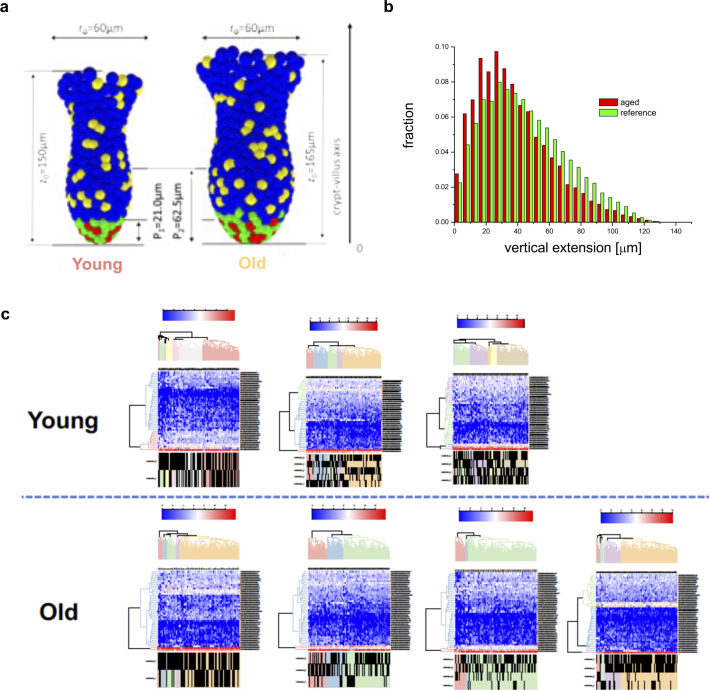
Modeling of crypt morphology and expression of adhesion genes in cell clusters. **(A)** Comparison of the reference model crypt (left) with that adjusted to aged morphology (right). Parameters are taken from (Nalapareddy et al, 2017). **(B)** The simulated clonal size distribution is not changed with reduced adhesion strength. This is in agreement with our experimental findings on the clonal length distribution along Z-stacks in mouse crypts (Fig S2). The distributions are recorded 5 d after labeling (as in the experiment). **(C)** Determination of the expression pattern of the GO adhesion genes (Fig 6A) in all intestinal stem cells from each individual mouse. The color scale shows level of expression and the hierarchical clustering arranges cells according to similarities in expression levels of these adhesion genes. The lower part of the figure identifies the intestinal stem cell clusters of that mouse (see Figs 4F and S4D) the cell has been associated to.

## Discussion

The clonal dynamics of ISCs upon aging is not well understood, although the current paradigm holds that changes in such dynamics contribute to aging-associated intestinal diseases such as cancer. We report here an accelerated clonal drift within intestinal crypts of aged animals. This however is not based on differential expansion of young in comparison to aged ISCs but rather linked to reduced adhesion of aged ISCs because of reduced canonical Wnt signaling. Our data on the dynamics of the drift in young animals are similar to the dynamics described by Lopez-Garcia (Lopez-Garcia et al, 2010) which also report close to 50% of all crypts being monoclonal 8 wk after induction. On the other hand, in our experiment transition to monoclonality is somewhat delayed when compared with data reported by Snippert et al (2010), which could be because of differences in tissue analysis (whole-mount staining versus thin-sections) or because of differences in environmental factors. This accelerated drift upon aging correlates with an increase in heterogeneity among aged ISCs. Previous studies reported that Wnt signaling reduction accelerated the dominance of mutated cells in the crypt base (Yan et al, 2017; Huels et al, 2018) and that in general, Wnt signaling plays an important role in the adhesion (Amin & Vincan, 2012). For example, ISCs localized in distal border of the niche rapidly lose stemness and tended toward differentiation (Ritsma et al, 2014). Furthermore, it was reported that adhesion mechanism showed an important role in the competition between somatic cyst stem cells (CySCs) and spermatogonial stem cells (SSCs) (Issigonis et al, 2009). Strikingly, scRNA-seq data showed enrichment of metabolic pathways like oxidation–reduction processes enriched in aged ISCs. Metabolic stress is another strong cofactor effecting crypt epithelial biomechanical properties such as adhesion (Smith et al, 2017). Our ISC aging gene expression signature identified by deep-learning methods showed a significant negative enrichment of the canonical ISC stem cell signature, which implies a negative correlation between aging and stemness in ISCs. Changes of competition dynamics have been investigated in mice (Snippert et al, 2014) and by applying single cell–based computational models (Thalheim et al, 2016). Although experiments allow precise manipulation, for example, of gene expression, manipulation of cell function is frequently impeded by regulatory redundancy. Here, single cell–based modeling supported an understanding of the link between ISC adhesion and tissue organization. The model results are in excellent agreement with our experimental findings and are very similar to changes in clonality obtained upon reducing Wnt secretion in cancer (Huels et al, 2018). In summary, the analysis of clonal dynamics in vivo supports an accelerated clonal drift upon aging, likely because of reduced adhesion of aged ISCs because of reduced canonical Wnt signaling.

## Materials and Methods

### Mice

C57BL/6 mice were bred in Tierforschungszentrum (TFZ), Ulm University. Tg(Vil-cre/ERT2)23Syr, *Gt(ROSA)26Sor*^*tm1(CAG-Brainbow2.1)Cle*^/J, and B6.129P2-Lgr5^tm1(cre/ERT2)Cle^/J were purchased from the Jackson Laboratory. Tg (Vil1-cre/ERT2) mice were crossed with Confetti; R26 to get vil1-cre; R26 Confetti mice and Lgr5EGFP-ires-creERT2 were crossed with Confetti; R26 to get Lgr5e-creERT2; R26 Confetti. All transgenic mice were backcrossed to C57BL/6 mice. To initiate the confetti fluorophores either in the whole intestinal epithelial cells or specifically in the Lgr5 cells, vil1-cre; R26 Confetti or Lgr5e-creERT2; R26 Confetti mice, respectively, were injected intraperitoneal with a single dose (5 mg) of tamoxifen (Sigma-Aldrich). All mice were housed in the animal barrier facility under pathogen-free conditions at the Ulm University. All mouse experiments were performed in compliance with the German Law for Welfare of Laboratory Animals and were approved by the Institutional Review Board of the Ulm University and by the Regierungspraesidium Tuebingen (state government of Baden-Württemberg), protocol number: 35/9185.81-3/1407. Housing conditions: a temperature range of 22°C ± 1°C, a relative humidity of 55% ± 10%, an air change rate of 15 times, and a light/dark change of 12/12 h. Nutrition: ssniff M-Z autoclavable complete for mice breeding (#V1124-3).

### Whole-mount tissue preparation for confocal imaging

The intestinal duodenum was harvested into ice-cold PBS, flushed with ice cold PBS, opened lengthwise, and fixed overnight in 4% paraformaldehyde (Sigma-Aldrich) at 4°C. Mucous and as much as possible of muscles lyres were removed bay a razor. The tissue was cut into 1-cm pieces and mounted on a slide with VECTASHIELD Antifade Mounting Medium (Vector Laboratories).

### Tracing and quantification of the crypt clones of vil1-cre; R26 confetti mice

Z-stacks images of whole-mount intestinal tissues were taken by Zeiss LSM 710 confocal microscope. For vil1-cre; R26 Confetti, crypt clones (each group of cells labeled with one color considered as one clone) were traced and analyzed from the bottom to the top for each individual crypt using Volocity image analysis software (v6.2; Perkin Elmer).

### Tracing and quantification of the crypt clones of lgr5-cre; R26 Confetti mice

Z-stack images were screened for individual clones labeled by YFP that did not overlap with other clones. First, the vertical extension of selected clones was analyzed. Clones that extended over the crypt orifice were rejected. Afterward, we calculated the area covered by YFP signal in all stacks using a Fiji-based (Schindelin et al, 2012) in-house plugin. The average area was calculated dividing the total area by the number of stacks over which the analyzed clone extends.

### Flow cytometry and cell sorting

To prepare single Lgr5 cells, crypts from Lgr5e-creERT2 mouse were isolated by incubating the opened lengthwise small-intestine pieces in the Gentle Cell Dissociation reagent (STEMCELL Technologies) on a rocking platform, at 20 rpm for 15 min at RT. Next the tissue pieces were resuspend in 10 ml ice-cold PBS containing 0.1% BSA and pipette up and down to strip off the crypts. The suspension was filtered through a 70-μm cell strainer. Filtered crypts were resuspended in 5 ml of TryPLE Express (Gibco) supplemented with Y27632 (10 μM) (Sigma-Aldrich). Crypts were transferred into a C-tube and dissociated by pre-programmed GentleMACS (Miltenyi Biotec). Cell suspension of the dissociated crypts were centrifuged and resuspended in 1 ml ice-cold DMEM/F-12 with HEPES (15 mM) (Gibco/Life Technologies) supplemented with N-acetylcysteine (0.5 mM) (Sigma-Aldrich), Y27632 (10 μM) and 1% (wt/vol) BSA. The cell number was counted by a cell counter to obtain a concentration of 1–5 × 10^6^ cells/ml. Cells were stained with 7-AAD (BD Biosciences) and Annexin V (BioLegend). Lgr5 cells were sorted through a 100-μm nozzle using BD FACS Aria III (BD Bioscience) into DMEM/F-12 with HEPES (15 mM), supplemented with N-acetylcysteine (0.5 mM) and Y27632 (10 μM).

### Single-cell RNA-Seq analysis

Single, Lgr5^GFPhigh^ cells (a total of 1,920 single Lgr5^GFPhigh^ cells from 3 young and 4 old mice [young1 #9327 = 192 cells, young2 #9394 = 384 cells, young3 #9529 = 384 cells, old1 #7082 = 192 cells, old2 #7083 = 192 cells, old3 #7084 = 192 cells and old4 #7087 = 384 cells]) were sorted in 384-well low-bind plates (Eppendorf) containing 1.2 μl lysis buffer (0.1% Triton [Sigma-Aldrich], 1 U/μl RNase Inhibitor [Takara Bio], 2.5 μM polyT primer [Thermo Fisher Scientific], and 2.5 mM dNTPs [Thermo Fisher Scientific]). After sorting the plates, they were spun down and immediately frozen at −80°C. After thawing, the lysates were incubated for 3 min at 72°C and cooled on ice. A total of 2 μl RT mix containing 20 U Maxima RT (Thermo Fisher Scientific), 1× RT buffer, RNAse Inhibitor (Takara), 11% PEG-8000, and 4.5 μM TSO (Eurogentec) was added. cDNA was generated for 90 min at 42°C. After inactivation at 70°C, 3 μl PCR mix was added containing 2× KAPA HS RM (Roche) and 0.2 μM IS PCR primer. cDNA was amplified for 21 cycles. cDNA was purified with AMPure beads using the Agilent Bravo platform with a bead to cNDA ratio of 0.8. QC was done from the selected wells, and cDNA diluted to 0.3 ng/μl. Libraries were prepared with the Illumina Nextera Kit using a customized downscaled version with the TTP labtech mosquito liquid handling system. Each position was individually indexed during the final PCR and pooled afterward. The pool was purified with AMPure beads (bead to library ratio was 0.9) followed by a QC with Qubit and TapeStation. Libraries were sequenced on a NextSeq550 with 384 cells per lane. Single-end reads were mapped to the mouse reference genome GRCm38 using HISAT2 (Pertea et al, 2016; Kim et al, 2019; Zhang et al, 2021). RNA-seq mapping QC was performed using Picard tools (https://broadinstitute.github.io/picard/). Downstream analyses including graph-based clustering, heatmaps, principal component analysis, and diffusion maps were conducted using R and Bioconductor packages (Gentleman et al, 2004; Huber et al, 2015). Deep-learning analysis was performed using the keras/TensorFlow (Abadi et al, 2016) (software available from tensorflow.org) implementation in R. GSEA was performed using the standalone Java implementation of the package (Subramanian et al, 2005). Pathway network analysis was performed within GSEA, and the plot was generated using Cytoscape (Shannon et al, 2003; Otasek et al, 2019).

### Crypt transduction with the barcode virus library and DNA harvest and amplification

Barcode library design and construction have been described elsewhere (Thielecke et al, 2017). A total of 200 fresh crypts from young (12–14 wk) and aged (more than 100 wk) mice were isolated as described above, mixed in suspension with the barcode lentivirus library with an MOI of 10, and incubated at a 37°C, 5% CO_2_ for 12 min, with a gentle mixing in the middle time of incubation. The whole suspension was then mixed with 50 μl of Matrigel (Corning), plated in 24-well plate, and incubated in a 37°C, 5% CO_2_ for 10–15 min until Matrigel polymerized. About 500 μl of complete IntestiClut TM medium (STEMCELL Technologies, supplemented with CHIR99021 [2.5 μM; Stemgent] and thiazovivin [2.5 μM; Stemgent]) was added and changed every 3 d. After 7 d, the whole organoids were harvested and dissociated with Gentle Cell Dissociation reagent on a rocking platform at 20 rpm at RT for 10 min. The first DNA patch was extracted from the dissociated organoids according to NucleoBond Xtra Maxi Plus kit instructions (Genetimes ExCell). The integrated barcode sequences were amplified from the genomic DNA, using indexed primers with Illumina adapters. Using Platinum SuperFi Green PCR Master Mix (Invitrogen), amplification was carried out for 40 cycles. PCR products were purified using Agencourt XP beads (Beckman Coulter). Purified PCR products were analyzed and quantified in Agilent Bioanalyzer. Then the PCR products were pooled and subjected to next-generation sequencing in Mi-Seq, for single-end 83-bps sequencing with addition of PhiX DNA.

### Data analysis barcode sequencing

After demultiplexing, the NGS results were analyzed using a published R-package (Thielecke et al, 2020). Single reads were quality checked (Phred-Score ≥ 30), barcode (BC) abundancies were calculated, and an error-correction was applied to cope with PCR- and NGS-introduced nucleotide exchanges. To use the benefits of the employed annotated barcode library (ABC library [Thielecke et al, 2017]), the standard error-correction method was adapted by focusing exclusively on the known barcode sequences (white list). After the extraction of all unique sequences and their abundances, the Hamming distances (HD) of all unknown sequences to all detected white-list BCs were calculated. Sequences within a HD of eight were considered a descended BC, and therefore, the number of reads was added to the read-count of the “original” white-list BC, and the sequence information was dismissed. Finally, only BCs with a read-count ≥100 were selected for further analyses.

### Determination of ISCs adhesion ability under shear stress

ISCs were sorted as described above; 0.5 or 0.2 × 10^5^ ISCs from young or old were suspended in 100 μl complete IntestiClut TM medium supplemented with CHIR99021 (2.5 μM) and thiazovivin (2.5 μM). Wnt3a was provided at 100 ng/ml. For the adhesion assay, ISCs were then cultured at 37°C, 5% CO_2_ overnight in ibidi 0.4 Luer slides (ibidi) previously coated with coated with collagen type IV and subsequently treated by a thin layer of diluted Matrigel (1:125) in DMEM/F-12 with HEPES for 1 h at room temperature. Afterward, shear stress in the channel was increased by 1 dyne/cm^2^ every minute from 1 to 33 dyne/cm^2^ according to the manufactures guidelines via an ibidi pump system (ibidi) with a perfusion set (ibidi). Cells on the slide were observed on an inverted light microscope (Olympus IX83; Olympus), and adherent cells recorded in phase contrast every minute for up to 30 min using an Olympus LUCPlanFL N 20× and the Olympus microscope software. Analysis was performed using cellSens software (Olympus).

### Modeling of ISC competition within the crypt

The basic structure of our computational model of the small intestinal crypt of mice has been described in detail elsewhere (Buske et al, 2011; Thalheim et al, 2016). In short, the basic model comprises 3D representations of both the cells of the intestinal epithelium and the basal membrane (BM, see below). Cells are capable of forming contacts to neighbor cells and the BM. They can move, grow, and divide. Their fate is regulated by extrinsic activation of Wnt and Notch signaling. The activities of these pathways control cell proliferation and lineage specification. Stem cells (SCs) are characterized by active Wnt and Notch signaling (Wnt: high, Notch: high). The model considers specification of these cells into enterocytes ECs (Wnt: low, Notch: high) and two types of secretory cells: Paneth cells (PCs, Wnt: high, Notch: low) and goblet cells (GCs, Wnt: low, Notch: low). Cellular Wnt activity is assumed to depend on the cell’s position P along the crypt–villus axis, decreasing with the distance from the bottom of the crypt. Thus, a SC that moves up the crypt axis decreases Wnt signaling and specifies into an EC at a threshold position P1. Cellular Notch activity is determined by the cell’s neighbors. Secretory cells (PCs, GCs) activate Notch signaling in neighboring cells via ligand–receptor interactions, although they themselves are not capable of activating the pathway. Thus, an SC that loses PC contacts specifies into a PC becaue of reduced Notch signaling. In a similar process, ECs that lose GC contacts specify into GCs. The model assumes thresholds (C1 and C2) for the number of PC and GC contacts required for a stable SC and EC fate, respectively. All fate decisions are assumed to be reversible as long as the cells are not terminally differentiated. This state is achieved if Wnt signaling falls below a second threshold value at position P2. As an exception, PCs become terminally differentiated at high Wnt activity, after having finished a last cell cycle subsequent to specification. As long as specified cells are not terminally differentiated, they are considered as progenitors and thus are capable of proliferation. During proliferation, cells increase their volume with a defined growth rate until they reach twice their initial volume V0 and divide into two cells. Afterward, the daughter cells start increasing their volume again if they are not subject to contact inhibition, that is, are not compressed below a threshold volume Vp. Cell movement is determined by adhesion, deformation, and compression forces exerted by neighboring cells or the BM. In addition, ECs and GCs actively move up the crypt–villus axis and PCs down this axis. Cells that lose substrate contact undergo anoikis and are removed from the system. Cells that leave the crypt (*P* > 30) are removed as well. The reference parameter set applied in our simulations is given in Table 1.

**Table 1.** Parameter set of the reference crypt model.

Symbol	Value	Parameter	References
Parameter of the cell and cell–cell interaction model (set I)			
V_0_	4/3π (R_0_)³	Minimal volume of an isolated cell	Estimated, R_0_ = 5 μm
E	1 kPa	Young modulus	Galle et al (2005)
Ν	1/3	Poisson ratio	
ε_c_	200 μN/m	Cell–cell anchorage	
Parameter of the BM and cell–BM interaction model (set II)			
z_0_	150 µm	Length of the tissue segment	Buske et al (2011)
r_0_	60 µm	Upper radius of the tissue segment	
λ_1_	0.25	Shape parameter 1	
λ_2_	0.1	Shape parameter 2	
ρ_0_	1.4/μm²	Average knot density of the BM	Minimum to guaranty smooth cell motion
Ω	0.95 R	Optimal cell–BM distance in cell radii R	Set
ε_rep_	0.1 pNm	Cell–knot repulsion energy	Avoids BM penetration
ε_adh_^SCPC^	17.5 pNm	Cell adhesion energy of SCs and PCs	Enables stable adhesion without cell–BM linkage
ε_adh_^ECGC^	2.75 pNm	Cell adhesion energy of ECs and GCs	Fit: apoptosis rates <5% (Marshman et al, 2001)
Parameter of the cell growth and motion (set III)			
Τ	14 h	Average cell growth time	Fit: effective cell cycle time ∼24 h
V_p_	0.88 V_0_	Threshold volume for contact inhibition	Set
η_c_	5 × 10^10^ Ns/m³	Friction constant for cell–cell friction	Galle et al (2005)
η_VO_	400 Ns/m	Friction coefficient regarding volume changes	
η_BM_	3.2 Ns/m	Friction coefficient for cell–BM friction	Fit: turnover
$\vec{F_{A}^{\mathrm{PC}}}$	−7.5 nN $\vec{e_{z}}$	Active migration force of PCs	Fit: distribution of PCs
$\vec{F_{A}^{\mathrm{ECGC}}}$	2.5 nN $\vec{e_{z}}$	Active migration force of all other cells	Fit: Brdu data
Parameter of the cell fate model (set IV)			
P_1_	21 µm	Position of the Wnt threshold TW1	Size of the niche
P_2_	62.5 µm	Position of the Wnt threshold TW2	Fit: Brdu data
N_1_	3	Number of Notch ligand–expressing neighbors required for SC maintenance	Thalheim et al (2018)
N_2_	1	Number of Notch ligand–expressing neighbors required for EC maintenance	
τ^P^	8 wk	Average PC lifespan with contact to SCs	Thalheim et al (2016)
τ^A^	12 h	Max. PC lifespan without contact to SCs	
τ^apop^	0.36 min	Lifespan of a cell without contact to the BM	1 simulation time step
Parameters of the cell–BM linkage in the SC niche (model extension, setV)			
*E*^*p*^	0.2 mN/m	Elastic modulus of the polymer springs	Similar to cell–cell linkage of differentiated ECs in organoids (Thalheim et al [2018])
*K*^*p*^	10 fNm	Bending modulus of the polymers segments	
$l_{\max}^{p}$	5.7 μm	Cell–BM distance for cutting BM linkage	Adjusted to obtain the observed average monoclonal conversion time
r_adh_	1/3 h	Update rate of the linkage	
$V_{\max}^{p}$	1.85 V_0_	Threshold cell volume for cutting BM linkage	S-phase volume

In the standard model, cell–substrate adhesion, assumed to be proportional to the area of cell surface-BM contact, ensures that cells remain attached to the basal membrane, while being able to slight on it easily. Cell movement is controlled by cell–cell and cell–BM friction. In the extended model used in this manuscript, we represent the matrix by a dense polymer network and introduce an additional adhesion structure of niche cells that attaches these cells to individual matrix polymers (Table 2). Thus, cell movement in the niche requires a turnover of this adhesion structure; including rupture of bonds and formation of new bonds. The extended adhesion model thus incorporates an additional structure that links niche cells locally to the basal membrane. This extension is enabled replacing the continuous BM surface of the basic model by a dense polymer network as introduced for a model of intestinal organoids (Thalheim et al, 2018). The polymer network resamples the crypt shape, which is, in contrast to the organoid model, fixed. The cell center of niche cells (SCs and PCs) is linked by an elastic spring of intrinsic length l_0_ to all knots of the network that are closer than l_max_ to the cell center just after birth. This structure is updated during the cell cycle with rate r_adh_. During this update, springs expanded above l_max_ are removed, and new springs are built to all knots of the network that have become closer than l_max_. The function of this structure is to dampen the cell movement in the niche on short time scales t < 1/r_adh_.

**Table 2.** Parameter changes in the aged crypt model.

z_0_	165 µm	Length of the tissue segment	Nalapareddy et al (2017), ensures constant number of intestinal stem cells
λ_2_	0.3	Shape parameter 2	
$l_{\max}^{p}$	0.95 $\;l_{\max}^{p}$, 0.90 $l_{\max}^{p}$	Cell–BM distance for cutting BM linkage	Medium adhesion strength weak adhesion strength

### Statistical analysis

If not indicated otherwise, a *t* test or two-way ANOVA (Graph Pad Software) was used to assess the statistical significance of differences.

## Data Availability

Primary data will be provided upon request. Single-cell sequencing data on young and aged ISCs are deposited under the accession number GSE200536.

## Supplementary Material

Reviewer comments

## References

[bib1] Abadi M, Barham P, Chen J, Chen Z, Davis A, Dean J, Devin M, Ghemawat S, Irving G, Isard M, (2016) TensorFlow: A system for large-scale machine learning. In Proceedings of the 12th USENIX conference on Operating Systems Design and Implementation, pp 265–283. Savannah, GA, USA: USENIX Association.

[bib2] Akunuru S, Geiger H (2016) Aging, clonality, and rejuvenation of hematopoietic stem cells. Trends Mol Med 22: 701–712. 10.1016/j.molmed.2016.06.00327380967PMC4969095

[bib3] Amin N, Vincan E (2012) The Wnt signaling pathways and cell adhesion. Front Biosci (Landmark Ed) 17: 784–804. 10.2741/395722201774

[bib4] Barker N (2014) Adult intestinal stem cells: Critical drivers of epithelial homeostasis and regeneration. Nat Rev Mol Cell Biol 15: 19–33. 10.1038/nrm372124326621

[bib5] Barker N, van Es JH, Kuipers J, Kujala P, van den Born M, Cozijnsen M, Haegebarth A, Korving J, Begthel H, Peters PJ, (2007) Identification of stem cells in small intestine and colon by marker gene Lgr5. Nature 449: 1003–1007. 10.1038/nature0619617934449

[bib6] Biton M, Haber AL, Rogel N, Burgin G, Beyaz S, Schnell A, Ashenberg O, Su CW, Smillie C, Shekhar K, (2018) T helper cell cytokines modulate intestinal stem cell renewal and differentiation. Cell 175: 1307–1320.e22. 10.1016/j.cell.2018.10.00830392957PMC6239889

[bib7] Bruens L, Ellenbroek SIJ, van Rheenen J, Snippert HJ (2017) In vivo imaging reveals existence of crypt fission and fusion in adult mouse intestine. Gastroenterology 153: 674–677.e3. 10.1053/j.gastro.2017.05.01928552620PMC5766054

[bib8] Buske P, Galle J, Barker N, Aust G, Clevers H, Loeffler M (2011) A comprehensive model of the spatio-temporal stem cell and tissue organisation in the intestinal crypt. PLoS Comput Biol 7: e1001045. 10.1371/journal.pcbi.100104521253562PMC3017108

[bib9] Carmon KS, Gong X, Yi J, Wu L, Thomas A, Moore CM, Masuho I, Timson DJ, Martemyanov KA, Liu QJ (2017) LGR5 receptor promotes cell-cell adhesion in stem cells and colon cancer cells via the IQGAP1-Rac1 pathway. J Biol Chem 292: 14989–15001. 10.1074/jbc.M117.78679828739799PMC5592675

[bib10] Dalerba P, Dylla SJ, Park IK, Liu R, Wang X, Cho RW, Hoey T, Gurney A, Huang EH, Simeone DM, (2007) Phenotypic characterization of human colorectal cancer stem cells. Proc Natl Acad Sci U S A 104: 10158–10163. 10.1073/pnas.070347810417548814PMC1891215

[bib50] Galle J, Loeffler M, Drasdo D (2005) Modeling the effect of deregulated proliferation and apoptosis on the growth dynamics of epithelial cell populations in vitro. Biophys J 88: 62–75. 10.1529/biophysj.104.04145915475585PMC1305039

[bib11] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J, (2004) Bioconductor: Open software development for computational biology and bioinformatics. Genome Biol 5: R80. 10.1186/gb-2004-5-10-r8015461798PMC545600

[bib12] Grün D, Lyubimova A, Kester L, Wiebrands K, Basak O, Sasaki N, Clevers H, van Oudenaarden A (2015) Single-cell messenger RNA sequencing reveals rare intestinal cell types. Nature 525: 251–255. 10.1038/nature1496626287467

[bib13] Haber AL, Biton M, Rogel N, Herbst RH, Shekhar K, Smillie C, Burgin G, Delorey TM, Howitt MR, Katz Y, (2017) A single-cell survey of the small intestinal epithelium. Nature 551: 333–339. 10.1038/nature2448929144463PMC6022292

[bib14] Huber W, Carey VJ, Gentleman R, Anders S, Carlson M, Carvalho BS, Bravo HC, Davis S, Gatto L, Girke T, (2015) Orchestrating high-throughput genomic analysis with Bioconductor. Nat Methods 12: 115–121. 10.1038/nmeth.325225633503PMC4509590

[bib15] Huels DJ, Bruens L, Hodder MC, Cammareri P, Campbell AD, Ridgway RA, Gay DM, Solar-Abboud M, Faller WJ, Nixon C, (2018) Wnt ligands influence tumour initiation by controlling the number of intestinal stem cells. Nat Commun 9: 1132. 10.1038/s41467-018-03426-229556067PMC5859272

[bib16] Issigonis M, Tulina N, de Cuevas M, Brawley C, Sandler L, Matunis E (2009) JAK-STAT signal inhibition regulates competition in the Drosophila testis stem cell niche. Science 326: 153–156. 10.1126/science.117681719797664PMC3073347

[bib17] Jasper H (2020) Intestinal stem cell aging: Origins and interventions. Annu Rev Physiol 82: 203–226. 10.1146/annurev-physiol-021119-03435931610128

[bib18] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019) Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol 37: 907–915. 10.1038/s41587-019-0201-431375807PMC7605509

[bib19] Kozar S, Morrissey E, Nicholson AM, van der Heijden M, Zecchini HI, Kemp R, Tavaré S, Vermeulen L, Winton DJ (2013) Continuous clonal labeling reveals small numbers of functional stem cells in intestinal crypts and adenomas. Cell Stem Cell 13: 626–633. 10.1016/j.stem.2013.08.00124035355

[bib20] Li YQ, Roberts SA, Paulus U, Loeffler M, Potten CS (1994) The crypt cycle in mouse small intestinal epithelium. J Cell Sci 107: 3271–3279. 10.1242/jcs.107.12.32717535783

[bib21] Lopez-Garcia C, Klein AM, Simons BD, Winton DJ (2010) Intestinal stem cell replacement follows a pattern of neutral drift. Science 330: 822–825. 10.1126/science.119623620929733

[bib22] Lukonin I, Serra D, Challet Meylan L, Volkmann K, Baaten J, Zhao R, Meeusen S, Colman K, Maurer F, Stadler MB, (2020) Phenotypic landscape of intestinal organoid regeneration. Nature 586: 275–280. 10.1038/s41586-020-2776-933029001PMC7116869

[bib51] Marshman E, Ottewell PD, Potten CS, Watson AJ (2001) Caspase activation during spontaneous and radiation-induced apoptosis in the murine intestine. J Pathol 195: 285–292. 10.1002/path.96711673824

[bib23] Martin K, Potten CS, Roberts SA, Kirkwood TB (1998) Altered stem cell regeneration in irradiated intestinal crypts of senescent mice. J Cell Sci 111: 2297–2303. 10.1242/jcs.111.16.22979683625

[bib24] Mihaylova MM, Cheng CW, Cao AQ, Tripathi S, Mana MD, Bauer-Rowe KE, Abu-Remaileh M, Clavain L, Erdemir A, Lewis CA, (2018) Fasting activates fatty acid oxidation to enhance intestinal stem cell function during homeostasis and aging. Cell Stem Cell 22: 769–778.e4. 10.1016/j.stem.2018.04.00129727683PMC5940005

[bib25] Muñoz J, Stange DE, Schepers AG, van de Wetering M, Koo BK, Itzkovitz S, Volckmann R, Kung KS, Koster J, Radulescu S, (2012) The Lgr5 intestinal stem cell signature: Robust expression of proposed quiescent [L8S2Q1M6]+4[R8S2Q1M7] cell markers. EMBO J 31: 3079–3091. 10.1038/emboj.2012.16622692129PMC3400017

[bib26] Nalapareddy K, Hassan A, Sampson LL, Zheng Y, Geiger H (2021) Suppression of elevated Cdc42 activity promotes the regenerative potential of aged intestinal stem cells. iScience 24: 102362. 10.1016/j.isci.2021.10236233870147PMC8044426

[bib27] Nalapareddy K, Nattamai KJ, Kumar RS, Karns R, Wikenheiser-Brokamp KA, Sampson LL, Mahe MM, Sundaram N, Yacyshyn MB, Yacyshyn B, (2017) Canonical Wnt signaling ameliorates aging of intestinal stem cells. Cell Rep 18: 2608–2621. 10.1016/j.celrep.2017.02.05628297666PMC5987258

[bib28] Nikolaev M, Mitrofanova O, Broguiere N, Geraldo S, Dutta D, Tabata Y, Elci B, Brandenberg N, Kolotuev I, Gjorevski N, (2020) Homeostatic mini-intestines through scaffold-guided organoid morphogenesis. Nature 585: 574–578. 10.1038/s41586-020-2724-832939089

[bib29] Otasek D, Morris JH, Bouças J, Pico AR, Demchak B (2019) Cytoscape automation: Empowering workflow-based network analysis. Genome Biol 20: 185. 10.1186/s13059-019-1758-431477170PMC6717989

[bib30] Pentinmikko N, Iqbal S, Mana M, Andersson S, Cognetta AB 3rd, Suciu RM, Roper J, Luopajärvi K, Markelin E, Gopalakrishnan S, (2019) Notum produced by Paneth cells attenuates regeneration of aged intestinal epithelium. Nature 571: 398–402. 10.1038/s41586-019-1383-031292548PMC8151802

[bib31] Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL (2016) Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat Protoc 11: 1650–1667. 10.1038/nprot.2016.09527560171PMC5032908

[bib32] Potten CS, Martin K, Kirkwood TB (2001) Ageing of murine small intestinal stem cells. Novartis Found Symp 235: 66–79. 10.1002/0470868694.ch711280034

[bib33] Ritsma L, Ellenbroek SIJ, Zomer A, Snippert HJ, de Sauvage FJ, Simons BD, Clevers H, van Rheenen J (2014) Intestinal crypt homeostasis revealed at single-stem-cell level by in vivo live imaging. Nature 507: 362–365. 10.1038/nature1297224531760PMC3964820

[bib34] Saffrey MJ (2014) Aging of the mammalian gastrointestinal tract: A complex organ system. Age (Dordr) 36: 9603. 10.1007/s11357-013-9603-224352567PMC4082571

[bib35] Sato T, Vries RG, Snippert HJ, van de Wetering M, Barker N, Stange DE, van Es JH, Abo A, Kujala P, Peters PJ, (2009) Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. Nature 459: 262–265. 10.1038/nature0793519329995

[bib36] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, (2012) Fiji: An open-source platform for biological-image analysis. Nat Methods 9: 676–682. 10.1038/nmeth.201922743772PMC3855844

[bib37] Sei Y, Feng J, Chow CC, Wank SA (2019) Asymmetric cell division-dominant neutral drift model for normal intestinal stem cell homeostasis. Am J Physiol Gastrointest Liver Physiol 316: G64–G74. 10.1152/ajpgi.00242.201830359083PMC6383375

[bib38] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, Amin N, Schwikowski B, Ideker T (2003) Cytoscape: A software environment for integrated models of biomolecular interaction networks. Genome Res 13: 2498–2504. 10.1101/gr.123930314597658PMC403769

[bib39] Smith NR, Davies PS, Levin TG, Gallagher AC, Keene DR, Sengupta SK, Wieghard N, El Rassi E, Wong MH (2017) Cell adhesion molecule CD166/ALCAM functions within the crypt to orchestrate murine intestinal stem cell homeostasis. Cell Mol Gastroenterol Hepatol 3: 389–409. 10.1016/j.jcmgh.2016.12.01028462380PMC5404029

[bib40] Snippert HJ, Schepers AG, van Es JH, Simons BD, Clevers H (2014) Biased competition between Lgr5 intestinal stem cells driven by oncogenic mutation induces clonal expansion. EMBO Rep 15: 62–69. 10.1002/embr.20133779924355609PMC3983678

[bib41] Snippert HJ, van der Flier LG, Sato T, van Es JH, van den Born M, Kroon-Veenboer C, Barker N, Klein AM, van Rheenen J, Simons BD, (2010) Intestinal crypt homeostasis results from neutral competition between symmetrically dividing Lgr5 stem cells. Cell 143: 134–144. 10.1016/j.cell.2010.09.01620887898

[bib42] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, (2005) Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A 102: 15545–15550. 10.1073/pnas.050658010216199517PMC1239896

[bib43] Thalheim T, Buske P, Przybilla J, Rother K, Loeffler M, Galle J (2016) Stem cell competition in the gut: Insights from multi-scale computational modelling. J R Soc Interf 13: 20160218. 10.1098/rsif.2016.0218PMC501405727534699

[bib44] Thalheim T, Quaas M, Herberg M, Braumann UD, Kerner C, Loeffler M, Aust G, Galle J (2018) Linking stem cell function and growth pattern of intestinal organoids. Dev Biol 433: 254–261. 10.1016/j.ydbio.2017.10.01329198564

[bib45] Thielecke L, Aranyossy T, Dahl A, Tiwari R, Roeder I, Geiger H, Fehse B, Glauche I, Cornils K (2017) Limitations and challenges of genetic barcode quantification. Sci Rep 7: 43249. 10.1038/srep4324928256524PMC5335698

[bib46] Thielecke L, Cornils K, Glauche I (2020) genBaRcode: A comprehensive R-package for genetic barcode analysis. Bioinformatics 36: 2189–2194. 10.1093/bioinformatics/btz87231782763

[bib47] Winton DJ, Ponder BA (1990) Stem-cell organization in mouse small intestine. Proc Biol Sci 241: 13–18. 10.1098/rspb.1990.00591978330

[bib48] Yan KS, Janda CY, Chang J, Zheng GXY, Larkin KA, Luca VC, Chia LA, Mah AT, Han A, Terry JM, (2017) Non-equivalence of Wnt and R-spondin ligands during Lgr5+ intestinal stem-cell self-renewal. Nature 545: 238–242. 10.1038/nature2231328467820PMC5641471

[bib49] Zhang Y, Park C, Bennett C, Thornton M, Kim D (2021) Rapid and accurate alignment of nucleotide conversion sequencing reads with HISAT-3N. Genome Res 31: 1290–1295. 10.1101/gr.275193.120PMC825686234103331

How the deposited data were processed for this re-analysis (not part of the article)

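Single Lgr5high ISCs of 3 young and 4 aged mice were sorted and sequenced by a Smart-seq2 method, and the deposited table holds 1920 cells. The authors aligned single-end reads to GRCm38 with HISAT2, checked them with Picard and deposited raw read counts per gene and cell, without normalization. The counting program, its annotation and whether it used strand are not given in the sources used here. The table lists 55471 gene identifiers, and 55230 of them were matched to GENCODE release M21 for symbols and GRCm38 coordinates. The other 241 held 0.00278% of all counts. No line lacked a gene identifier and all columns were assigned to a mouse by their names.

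Cells with at least 1000 detected genes were kept, which left 1836 cells and removed 84. The lowest total of a kept cell was 1695 reads and the median 305492. Because the method has no molecular identifiers, precision stated from reads covers counting error only. No doublet caller was run on these sorted cells. Counts were summed per mouse, and the mouse was the replicate in each test. Which mouse a cell came from was taken from the labels and the methods, and its sequencing lane from a code in the cell's name that 384 cells share. The choices of tests, main settings, marker lists and most alternatives were fixed before the data were examined.

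Genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, its filter on low counts, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, with DESeq2 1.42.0 and limma voom 3.58.1 as alternatives. An adjusted p that DESeq2 gave as missing stayed missing. Gene lists were tested with camera on limma voom values with a preset correlation of 0.01, and with fry and with the correlation estimated. The 22 lists were written by hand from general knowledge after Table S1 and the figures had been read. They cover ISC markers, canonical Wnt targets, adhesion families, respiratory chain, oxidoreductase families, cholesterol synthesis, markers of enterocytes, Paneth, goblet, enteroendocrine, tuft, immune and stromal cells, proliferation, clock genes of the evening and of the opposite phase, dissociation stress, interferon response, MHC class II, proximal and distal small intestine, and sex. Lists of imprinted and of endothelial genes were added later. Reactome sets of 15 to 500 genes from the fgsea package (1.28.0) were tested as an alternative, with 6870 of 7111 Entrez identifiers matched.

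The classifier was a multilayer perceptron from scikit-learn 1.9.0 with 1 hidden layer of 64 units and at most 60 iterations, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The study used keras and TensorFlow, which were not used here. Clusters were made with scran 1.30.0, bluster 1.12.0 and igraph 2.1.4, each mouse alone, with k = 10 neighbors and 20 principal components of 2000 variable genes. Random lists were drawn 10000 times from genes matched on mean expression in 20 bins. Values per mouse were compared with exact two-sided permutation tests over the 35 divisions of 7 mice into groups of 3 and 4.

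The genes named in the text follow a rule. It covers the genes printed in Fig S4F and Fig 6A, the latter as a tally, the 5 highest and 5 lowest coefficients of Table S1, whose values in the table had been seen, and every gene named in the results text. It also covers the 5 largest rises and 5 largest falls past the threshold without overlap between mice, which no gene met in edgeR, the members of the sex, clock and MHC class II lists, and Mki67 and Top2a. Ddr2, Plagl1 and the genes of neighboring pairs were chosen after their values were seen, as were the leading genes given for clusters.

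The alternatives were other tools and scaling, no filter on low counts, all cells, cells with at least 2500 detected genes (1808 cells), reads of each cell thinned to 100000 (1732 cells, with 104 too shallow), cells weighted equally, the replicate number as a block, sequencing lane as a block, other models, genes and cluster settings, and each mouse left out in turn. Restricting the data to the 1513 cells in which the ISC markers had the highest mean was added after the values were seen. In the fits with lane as a block young mouse 2 enters in each of its 2 lanes, so the 3 young samples come from 2 mice, and calls and p values there overstate the replication. The steps were tested on simulated data. In a simulation of 3 against 4 mice over 20500 genes with 200 genes changed by 2 on the log2 scale, edgeR called 58.5% of the changed genes and 10 unchanged genes. With a change of 1 it called 0% in 20400 genes, and DESeq2 33.5% with 46 unchanged genes in 20380. For gene lists simulated on 20500 genes, a list shifted by -0.5 had a Benjamini-Hochberg adjusted p of 1.98e-23 in camera and 0.00208 in fry, and 0 of the unshifted lists passed. Genes varied independently in this simulation, so it cannot tell how often camera calls unshifted lists of correlated genes. In simulated cells of a single mouse (12100 genes), 3 groups gave 3 clusters and 5 groups gave 5, whereas a single homogeneous group gave 2. In 800 simulated cells with 3000 genes the classifier reached 85.3% where 200 genes changed 1.5-fold and 53.1% where none changed. Gene ontology terms, the published ISC signature and diffusion maps were not used here.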

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

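The tests of the clock genes against time of day and lane were chosen only after the result was seen, as was the set of cells led by the ISC markers. In 138 measures over the 4 aged mice, 90 of them genes, the gap of the outermost mouse to its neighbor was divided by the whole range. It was beyond Dixon's critical value in 9, where 6.9 would be expected by chance. The 3 young mice were too few for this rule.

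Reads on genes summed to 131423008 in aged mouse 4, against 57911504 to 69753862 in the other aged mice. Aged mouse 4 had 366 kept cells and the others 186 to 189, and its median reads per cell, 327914, lay next to the 316186 of aged mouse 2. The number of cells sorted is a technical difference, and no biological explanation was tested.

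Aged mouse 2 had 4 clusters where the other aged mice had 5, a gap of a single cluster in a measure of whole numbers. Aged mouse 1 had a range of 0.481 between its lowest and highest cluster mean of the aging signature score, and the others 0.854 to 0.859. The number of cells per mouse was weighed on the distance between clusters. With the same number of cells drawn from each mouse, the order of the mice by distance ratio had a rank correlation of 0.464 with the order over all cells. The difference between ages did not shrink with equal numbers but grew, from 12.0 to 18.3 in undivided distance (exact permutation test, two-sided, p = 0.114) and from 0.169 to 0.377 in the ratio (exact permutation test, two-sided, p = 0.114). This goes against the number of cells as its source, but all of these differences lie within the spread between mice, so the number of cells stays open. Cells of other types were weighed by keeping cells led by the ISC markers. The difference in undivided distance kept 51.2% of its size, from 12.0 to 6.14, and rested on aged mouse 4 (91.7), so this explanation stays open too. A difference between individual aged mice was not tested.

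Single genes stood apart in 1 aged mouse. Ctnnb1 was at 126 CPM in aged mouse 3 and between 198 and 206 in the other aged mice, and without this mouse its log2 fold change was 0.06. Myc was at 303 CPM in aged mouse 1 against 151 to 176, and without it the fold change was -0.11. Itga1 was at 29.4 CPM in aged mouse 4 against 52.4 to 53.7, and without it the change was -0.11. Cd177 was at 272 CPM in aged mouse 1 against 32.5 to 56.4, and without it the change was -1.25 (adjusted p = 0.294, edgeR with Benjamini-Hochberg adjustment). Per3 was at 55.7 CPM in aged mouse 3 against 19.4 to 21.4, and without it the change was -0.66. With lane as a block the changes were -0.15 for Ctnnb1, 0.17 for Myc, -0.11 for Itga1, -0.48 for Cd177 and 0.15 for Per3. With thinned reads they were -0.09, 0.10, -0.28, -0.20 and -0.23 in the same order. The 5 genes are 5 of 90 examined, and chance can give as many. State of the individual mouse stays open and was not tested.

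For cells of a mouse left out of training, the perceptron on the Table S1 genes assigned 65.4% of cells of aged mouse 1 to the right age, against 93.8% to 96.9% in the other aged mice. Differences between individual mice were tested as an explanation of the accuracy in random splits. Accuracy on the most variable genes averaged 67.1% for a left-out mouse, below the 93.7% of random splits, which the explanation needs. Lane as the whole cause is argued against, since cells of young mouse 2 in its 2 lanes were told apart with only 61.9% accuracy, whereas mice of different age within a lane were told apart in 83.9% to 91.8%. Pairs of different age without a shared lane gave 89.4% to 98.2%, so lane as a part of the cause stays open. Age itself stays open beside individual differences.

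Clock genes, which the paper does not discuss, differed between the groups. In genes of the opposite phase the median log2 fold change was 0.63, with 3 of 5 genes higher in aged mice (camera on limma voom, adjusted p = 0.0013, Benjamini-Hochberg), and in genes of the evening phase it was -0.43 with 0 of 8 higher (camera, adjusted p = 0.0119, Benjamini-Hochberg). For the evening phase camera's adjusted p was 0.585 without young mouse 3 (Benjamini-Hochberg). With each mouse left out the median ran from -0.77 to -0.10 in the evening phase and from 0.34 to 0.79 in the opposite phase. By edgeR with Benjamini-Hochberg adjustment 0 of the 5 and 0 of the 8 genes passed over all genes, 1 gene of the opposite phase passed adjusted over the list alone (0.00783), 2 of each phase had an unadjusted p under 0.05, and DESeq2 called 1 of the opposite and 0 of the evening phase. In edgeR's fit, which differs from limma voom in single genes, the median was 0.52 with 4 of 5 genes higher in the opposite phase and -0.53 with 1 of 8 higher in the evening phase. The gene called is Nfil3, with a log2 fold change of 1.10. The others moved unequally, some hardly at all. In the opposite phase edgeR's change was 0.97 for Cry1, 0.52 for Arntl, 0.04 for Npas2 and -0.03 for Clock, and in the evening phase -1.16 for Nr1d1, -1.14 for Dbp, -0.69 for Nr1d2, -0.65 for Ciart, -0.40 for Tef, -0.14 for Per3, -0.06 for Per2 and 0.04 for Per1. Over the leave-one-out fits of edgeR, Nr1d1 ran from -1.57 to -0.68, Dbp from -1.59 to -0.15 and Ciart from -1.27 to -0.13. Time of day at collection is a candidate explanation. Over genes outside Table S1, the evening-phase median minus the opposite-phase median was -0.42. The difference per mouse, over all tested genes of both phases, was -0.866 (exact permutation test, two-sided, n = 4 and 3, p = 0.0571). It and the differences within lanes given below include genes of Table S1, which were chosen on these cells with the age labels. The hours of collection are not given in the sources used here, so time of day and an effect of age on the clock cannot be told apart. Lane stays open as well. Within the 3 shared lanes the aged mouse minus the young mouse was -0.43, -0.041 and -1.03, of which -0.041 is near 0, and with lane as a block the adjusted p of the opposite phase was 0.0625 and of the evening phase 0.238 (camera, Benjamini-Hochberg).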

How the results depend on the processing

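The tests over cells led by the ISC markers were chosen only after the values were seen. edgeR called 0 genes (1098 under an unadjusted p of 0.05), and also 0 with RLE size factors, all cells, cells with at least 2500 genes and ISC-led cells. DESeq2 called 177, limma voom 2, no filter on low counts 22, thinned reads 5, cells weighted equally 18 and lane as a block 1. With each mouse left out edgeR called 0 to 8 genes, with 8 without aged mouse 1 and 1 each without aged mouse 4 and young mouse 1. The cause was not tested. With the replicate number as a block (3 young and 3 aged mice) edgeR called 2 genes. Same-numbered mice deviated together with correlations of -0.0159, 0.107 and -0.110, so the numbers do not pair the mice.

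Of the 22 lists camera called 12, fry and camera with estimated correlation 0 each, and fry over ISC-led cells 0. Camera called 169 of the Reactome sets, which are more sets. With each mouse left out camera called 11 to 18 lists. Past the threshold, MHC class II genes reversed to 0.40 with lane as a block and the Paneth list to -0.48 over ISC-led cells, from which Paneth-led cells are removed by construction. Short of it, MHC class II reversed to 0.30 with the replicate block, proliferation to -0.13 and interferon response to 0.076 with lane as a block. Leaving out each mouse, MHC class II ran from -0.57 to 0.33, proliferation from -0.18 to 0.30 and interferon response from -0.60 to 0.064.

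Accuracy in random splits stayed between 92.5% and 95.1% with each mouse left out and moved to 67.1% when cells of the tested mouse were held out. The correlation with Table S1 coefficients was 0.950 to 0.976 with each mouse left out. The differences between ages with each mouse left out were 1.41 to 5.98 on PC1, 2.87 to 4.47 on PC2 and 0.0719 to 1.11 on PC3 (in size).

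The difference in the number of clusters, -1.25, reversed with k = 20 (0.583), k = 5 (1.25) and the Table S1 genes (1.5). It was no longer past the threshold with Louvain (-0.583), the same number of cells (-0.75), all cells (-1.25), cells with at least 2500 genes (-1.25), thinned reads (-0.333), ISC-led cells (-1.83) and 10 principal components (-1). The cause was not tested. With each mouse left out it was -1.33 to -1. The ratio of distances reversed over ISC-led cells (-0.0318) and with 10 principal components (-0.0231), and was 0.0102 to 0.269 with each mouse left out. The undivided distance was 7.05 to 17.2. The distance within clusters reversed with the Table S1 genes (-0.213), passed the threshold with at least 2500 genes (3.75), and was 1.64 to 4.00 with each mouse left out. The cause was not tested.

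The share of score variance between clusters, lower in aged mice, reversed with k = 20 (0.0531), k = 5 (0.0425), the Table S1 genes (0.00922), the same number of cells (0.0617), thinned reads (0.0117) and signature genes chosen without the mouse (0.0649). With each mouse left out it was -0.103 to -0.0617. The range of cluster means reversed with k = 20 (0.129), k = 5 (0.00866), the Table S1 genes (0.00997), the same number of cells (0.123) and thinned reads (0.117), and passed the threshold over ISC-led cells (-0.302). It was -0.387 to -0.0525 with each mouse left out. Cell-to-cell distance reversed over ISC-led cells (-1.16) and was 4.15 to 8.28 with each mouse left out. The rank of adhesion genes between clusters passed the threshold with all cells (67.4). The cause was not tested.

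Of the other values, single lists and genes, 569 kept direction and side of the threshold across the settings, 30 came past it, 49 fell short of it and 62 changed sign. Of the genes followed one by one, these changed sign with cells weighted equally (Olfm4 -0.11, Myc -0.044, Per1 -0.015, Per2 0.0043), lane as a block (Olfm4 -0.074, Itgb1 0.049, Per3 0.15, Per1 -0.075, Per2 0.044, Npas2 -0.20, Tef 0.44), the replicate block (Alcam 0.00060, Itgb1 0.079, Per1 -0.015, Npas2 -0.36), thinned reads (Per2 0.085, Clock 0.036), limma voom (Per1 -0.0051, Npas2 -0.077), and DESeq2 and RLE size factors (Itgb1 0.011 each). Over the leave-one-out fits the range crossed 0 for Olfm4 (-0.11 to 0.17), Axin2 (-0.28 to 0.047), Ctnnb1 (-0.20 to 0.063), Igfbp4 (-0.39 to 0.0053), Ascl2 (-0.15 to 0.020), Myc (-0.11 to 0.29), Itgb1 (-0.084 to 0.081), Cd177 (-1.25 to 0.17), Per3 (-0.66 to 0.085), Per1 (-0.12 to 0.19), Per2 (-0.17 to 0.17), Clock (-0.11 to 0.053), Npas2 (-0.24 to 0.29) and Tef (-0.77 to 0.56). The range also crossed 0 for Mki67 (-0.18 to 0.43), Top2a (-0.16 to 0.29), Xist (-0.13 to 0.082) and Cd74 (-0.36 to 0.33). Among other genes of Fig 6A it crossed 0 for Apc, Epha4, Ccn1, Tmem131l, Tgfbi, Rgmb, Zbtb16 and Muc4. In the MHC class II list it did so for Ciita, H2-Aa, H2-DMa, H2-Eb1, H2-Ab1 and H2-DMb1 as well. None of the 90 genes named was called with another sign in any setting. Depth limits genes of low counts, since thinning left 17151 of 20957 genes to test.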

Differences from the paper's values

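Restricting to ISC-led cells was chosen only after the values were seen. Values from figures are read by eye. The legend of Fig S4F describes a comparison among all individual cells, whereas mice are the replicates here. The single-cell methods of the paper do not name a replicate unit. The number of clusters is about 2 in Fig S4D for young mouse 1, read by eye, and 6 here. Of the alternatives set before the data were examined, k = 20 (2) and the Table S1 genes (3) came within 1.5-fold of the paper's value, the bar used here, which only k = 20 equals. k = 5 (6), Louvain (5), the same number of cells (6), all cells (5), at least 2500 genes (5), thinned reads (4) and 10 principal components (6) did not, nor did ISC-led cells (5). For aged mouse 1 it is about 2 in Fig S4D, read by eye, and 5 here. k = 20 (3) and the Table S1 genes (3) came within 1.5-fold of it, and no setting equals it. k = 5 (6), Louvain (5), the same number of cells (5), all cells (4), at least 2500 genes (4), thinned reads (5), 10 principal components (5) and ISC-led cells (5) did not.

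The median distance between clusters of aged over that of young mice is about 1.6 in Fig 4G, read by eye, and 0.976 here as a ratio of group medians of the distance divided by that within clusters, whose group means, 2.20 in aged and 2.03 in young mice, lay in the paper's direction. The undivided distance gave 1.16, also in the paper's direction and within 1.5-fold of its value. k = 20 (1.22), the Table S1 genes (1.11), the same number of cells (1.13), thinned reads (1.18), and leaving out young mouse 2 (1.07) or young mouse 3 (1.08) came within 1.5-fold as well. k = 5 (1.05), Louvain (0.985), all cells (1.03), at least 2500 genes (0.968), 10 principal components (0.903), leaving out aged mouse 1 or 2 (1.06 each), aged mouse 3 or 4 (0.890 each) or young mouse 1 (0.975) and ISC-led cells (0.963) did not. Since a ratio of 1.07 passes this bar, it hardly separates the paper's ratio from 1, which means no difference. PC2 holds about 5.2% of the variance in Fig 4B, read by eye, and 9.25% here. The 2000 most variable genes (4.98%) lay near it and log2(CPM/10 + 1) (7.74%) just within 1.5-fold of it, and all cells (8.68%) and leaving out mice (8.50% to 9.49%) did not.

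In Table S1 the paper's coefficient is 0.3799 for Tmed6 and 0.3962 for 5330417C22Rik, and here 0.309 and 0.275. The bar for coefficients was the jackknife error over mice of the value here. No alternative came within it, with 0.268 to 0.320 for Tmed6 and 0.252 to 0.298 for 5330417C22Rik. For Galnt12 the paper's is 0.435 and here 0.331, and the age label (0.346), log2(CPM/10 + 1) (0.344) and leaving out young mouse 2 (0.387) came within its error of 0.0917, the first 2 narrowly, where the others (0.250 to 0.338) did not. For Ly6e the paper's is 0.4711 and here 0.341, and log2(CPM/10 + 1) (0.411) and leaving out aged mouse 1 (0.404) came within its error of 0.0738, where the others (0.309 to 0.372) did not.

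The paper states a similar number of clusters in young and aged mice, and here aged mice had fewer, 4.75 against 6, a difference past the threshold under none of the other cluster settings (each mouse left out cannot pass it). It states that clusters of aged mice were more compact, and here the distance within clusters was higher in aged mice, 35.9 against 33.1, with the paper's direction only under the Table S1 genes (-0.213). It states that clusters of aged mice line up along the aging signature more than those of young mice. Here the share of score variance between clusters was lower in aged mice, 0.383 against 0.464, and higher under k = 20, k = 5, the Table S1 genes, the same number of cells, thinned reads and signature genes chosen without the mouse. This share tends to rise with the number of clusters, which was lower in aged mice in the main setting. The legend of Fig 6A calls its genes down-regulated, and 42 of 44 were lower here, all 44 with cells weighted equally or without aged mouse 1. Genes in red in Fig S4F are marked as significant over cells. Over mice all 9 were lower, and 0 of the 15 passed edgeR's Benjamini-Hochberg threshold over all genes in any setting (2 under an unadjusted p of 0.05, and 0 in DESeq2 and limma voom). Adjusted over the list alone, 4 passed with cells weighted equally, 1 without aged mouse 1, and 3 with lane as a block, where both lanes of young mouse 2 count as separate samples.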

Other observations

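The tests of enterocyte genes in the median cell and of the signature score in enterocyte-led cells were chosen only after the result was seen, and cells led by the ISC markers were too. Chance cannot be excluded for the number of genes that differ. Of the 35 divisions of the mice into 3 and 4, 17 had as many genes under an unadjusted p of 0.05 as the 1098 between ages. The 0 genes that edgeR called between ages are reached by 35 of 35 divisions whatever the data hold, so that count decides nothing. For the 177 genes of DESeq2, 5 of 35 divisions gave as many, the real one included, with a median of 24 and a highest of 672.

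Lane and depth as whole causes of the DESeq2 calls are argued against. The fold change with lane as a block was a median 0.977 of DESeq2's, and with thinned reads 0.932, and all called genes tested in both had the same sign. GC content and length had rank correlations of 0.0508 and -0.0653 with the fold changes of all genes, too small to be a cause. Segments from another strain stay open as a candidate explanation. Of the called genes 4 pairs were neighbors without overlap, where random genes gave a mean of 1.14 pairs (10000 draws, permutation p = 0.0286, one-sided). The pairs are Gm39556 with Ly6e, Aldh1a1 with Aldh1a7, Anks6 with Galnt12, and Gm15987 with BC064078. Aldh1a1 and Aldh1a7 are paralogs, whose reads the counting could have split. Around Lgr5 itself, DESeq2 called 2 of 115 genes within 10 Mb (1.74%) and 0.840% elsewhere (Fisher's exact test, two-sided, p = 0.254). The share is higher near Lgr5 but 2 genes are too few to tell, so a segment carried with the reporter stays open. An effect of age stays open.

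Ddr2, chosen after its values were seen, was at 18.2 ± 4.98 CPM (SD, n = 4) in aged and 1.05 ± 0.732 CPM (SD, n = 3) in young mice, a log2 fold change of 4.16 (standard error 0.49, adjusted p = 0.101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; DESeq2 adjusted p = 1.68e-19). The paper's text does not discuss it. Over the leave-one-out fits the adjusted p ran from 0.0200, without young mouse 1, to 0.396, and it was 0.0486 without aged mouse 1 (edgeR, Benjamini-Hochberg).

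Lower Lgr5 in aged mice held in each shared lane, with -0.31 as the smallest fall, which argues against lane as its cause. For the fall of Rps4l, by 28.5 CPM, a shift of reads to near-identical copies could raise Rps4x and its pseudogene. Their summed level was higher by 76.3 CPM with a standard error of 100, which leaves this open.

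More cells of other types in the sorts of aged mice were weighed by keeping cells led by the ISC markers. ISC markers and Wnt targets kept at least 0.781 of their change, the oxidoreductase families 0.707, the respiratory chain 1.04 and adhesion families 1.09, so such cells are argued against as the whole cause of these shifts. For cholesterol synthesis the median over these cells was 0.58. The enterocyte genes give values on both sides. Their summed level was 2885 CPM in the mean cell of aged mice and 1426 in young mice (exact permutation test, two-sided, n = 4 and 3, p = 0.0571), but the difference in the median cell was 5.29% of that in the mean cell, as a few cells of another type would give. Over cells led by the ISC markers 96.3% of the summed difference was gone, leaving 53.4 CPM (exact permutation test, two-sided, p = 0.514), which the choice of these cells partly builds in. The median log2 fold change of the 12 genes, in which each gene counts alike, was 1.05 over these cells, 0.676 of that over all cells. Such cells can thus account for the summed level, and whether they account for the whole change of each gene stays open. Cells led by the enterocyte list had a higher aging signature score than ISC-led cells in 7 of 7 mice, with a median difference of 0.663 (exact sign test, two-sided, p = 0.0156), after 5 genes shared with the list were left out. The enterocyte-led cells numbered 3, 11, 14 and 40 in aged mice 1 to 4 and 5, 1 and 6 in young mice 1 to 3, so the sign in young mouse 2 rests on 1 cell. This is consistent with differentiation toward enterocytes entering the score, as a hypothesis.

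Imprinted genes as a class did not stand apart. Plagl1, chosen after its values were seen, was at 0.0129 ± 0.0257 CPM (SD, n = 4) in aged and 0.901 ± 0.731 CPM (SD, n = 3) in young mice, but 31 other imprinted genes had a median at percentile 48.2 of 10000 random lists. In aged mouse 3 a cluster of 21 cells was led by Ly6a, Ramp2 and Cldn5. All 15 of 15 endothelial genes outside its leading genes were higher in it, and 6 of its 21 cells had at least 5 of them, against 15 of 168 other cells. This is consistent with a few endothelial cells in the sort, or with their RNA.

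The other lists did not pass 0.05 in camera with Benjamini-Hochberg adjustment on limma voom values. The median log2 fold change was 0.31 for dissociation stress (9 of 11 genes higher, adjusted p = 0.0505), 0.40 for Paneth markers (6 of 8, 0.0569), 0.17 for proliferation (13 of 16, 0.0697) and -0.35 for interferon response (9 of 29, 0.144). It was 0.51 for 2 stromal genes (0.551, and 1.92 in edgeR's fit), -0.04 for MHC class II (2 of 7, 0.572, but 0.09 with 5 of 7 higher in edgeR's fit) and 0.45 for distal small intestine (2 of 3, 0.761). Proximal small intestine genes had a median of -0.04 (0.036 in edgeR's fit), a mean of 0.32 and a test toward higher (0.177), and immune genes a median of -0.07 (0.20 in edgeR's fit), a mean of 0.03 and a test toward higher (0.807). Of the sex list only Xist was tested (-0.04, adjusted p = 0.835). Without aged mouse 1 camera called MHC class II (-0.45), Paneth (0.63), proliferation (0.26) and interferon response (-0.60), and without young mouse 1 the same lists (-0.57, 0.72, 0.28 and -0.57). Paneth (0.48) was also called without aged mouse 4 and proliferation (0.30) without young mouse 2. Over all leave-one-out fits the Paneth median ran from 0.026 to 0.72, so its rise depends on single mice. With lane as a block proliferation had a median of -0.13 and interferon response 0.08. Mki67 (0.14) and Top2a (0.06) rose by little, and their leave-one-out ranges crossed 0 (-0.18 to 0.43 and -0.16 to 0.29).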
